# The Role of Particulate Matter-Associated Zinc in Cardiac Injury in Rats

**DOI:** 10.1289/ehp.10379

**Published:** 2007-10-24

**Authors:** Urmila P. Kodavanti, Mette C. Schladweiler, Peter S. Gilmour, J. Grace Wallenborn, Bhaskar S. Mandavilli, Allen D. Ledbetter, David C. Christiani, Marschall S. Runge, Edward D. Karoly, Daniel L. Costa, Shyamal Peddada, Richard Jaskot, Judy H. Richards, Ronald Thomas, Nageswara R. Madamanchi, Abraham Nyska

**Keywords:** aconitase, air pollution, cardiac gene expression profile, mitochondria, particulate matter, zinc

## Abstract

**Background:**

Exposure to particulate matter (PM) has been associated with increased cardiovascular morbidity; however, causative components are unknown. Zinc is a major element detected at high levels in urban air.

**Objective:**

We investigated the role of PM-associated zinc in cardiac injury.

**Methods:**

We repeatedly exposed 12- to 14-week-old male Wistar Kyoto rats intratracheally (1×/week for 8 or16 weeks) to *a*) saline (control); *b*) PM having no soluble zinc (Mount St. Helens ash, MSH); or *c*) whole-combustion PM suspension containing 14.5 μg/mg of water-soluble zinc at high dose (PM-HD) and *d* ) low dose (PM-LD), *e*) the aqueous fraction of this suspension (14.5 μg/mg of soluble zinc) (PM-L), or *f* ) zinc sulfate (rats exposed for 8 weeks received double the concentration of all PM components of rats exposed for 16 weeks).

**Results:**

Pulmonary inflammation was apparent in all exposure groups when compared with saline (8 weeks > 16 weeks). PM with or without zinc, or with zinc alone caused small increases in focal subepicardial inflammation, degeneration, and fibrosis. Lesions were not detected in controls at 8 weeks but were noted at 16 weeks. We analyzed mitochondrial DNA damage using quantitative polymerase chain reaction and found that all groups except MSH caused varying degrees of damage relative to control. Total cardiac aconitase activity was inhibited in rats receiving soluble zinc. Expression array analysis of heart tissue revealed modest changes in mRNA for genes involved in signaling, ion channels function, oxidative stress, mitochondrial fatty acid metabolism, and cell cycle regulation in zinc but not in MSH-exposed rats.

**Conclusion:**

These results suggest that water-soluble PM-associated zinc may be one of the causal components involved in PM cardiac effects.

Although human exposure to airborne particulate matter (PM) is associated with adverse cardiovascular effects (Pope et al. 2004), the specific causative components or sources have not been identified. Ambient PM is physicochemically heterogeneous and contains significant quantities of metals, including iron, aluminum, silica, zinc, and copper; the levels of these elements vary depending on the geographic location and the local sources (Harrison and Yin 2000; Kodavanti et al. 2005; Ostro et al. 2007; Schwar et al. 1988). Zinc is a ubiquitous PM metal reaching nearly 27 μg/m^3^ airborne concentration in industrial areas of developing countries (Harrison and Yin 2000). Tire- and brakewear may also contribute to the near-road atmospheric concentration of zinc (Adachi and Tainosho 2004; Councell et al. 2004).

Zinc is an essential nutrient required for the maintenance of cell growth, immune maturation, and reproduction and is known to function as an antioxidant via induction of metallothioneins (Maret 2000, 2004; Maret and Sandstead 2006). Although milligram quantities of zinc are ingested daily in foods and with vitamin supplements at slightly higher than physiologic levels, zinc causes cardiovascular and neuronal toxicity (Dineley et al. 2003; Maret 2000, 2006). Although few reports suggest zinc-mediated cardiac toxicity (Evangelou and Kalfakakou 1993; Klevay et al. 1994), the multifaceted effects of zinc on mitochondrial respiration (Ye et al. 2001), calcium homeostasis (Hershfinkel et al. 2001; Maret 2001), sulfur-metal coordination (Maret 2004), intracellular signaling (Samet et al. 2003), myocyte ion channels (Graff et al. 2004), and competition with other essential metals (Klevay 2000; Labbe and Fischer 1984) are well documented and may portend a risk of toxicity.

PM-associated water-soluble metals, including zinc, can be absorbed via the pulmonary vasculature upon deposition, potentially reaching cardiac tissue at high concentrations (Gilmour et al. 2006a; Wallenborn et al. 2007) before it is sequestered in the liver. We recently reported that long-term, episodic inhalation exposure to zinc-enriched combustion particles, similar to some ambient PM (Adamson et al. 2000), caused myocardial injury in the Wistar Kyoto rat (Kodavanti et al. 2003). We further demonstrated that a bolus pulmonary exposure to zinc causes marked changes in cardiac gene expression reflective of the impairment in mitochondrial respiration, cell signaling, Ca^2+^ homeostasis, and ion channel function (Gilmour et al. 2006b). In the present study we have hypothesized that particle-associated, water-soluble zinc is one of the causative PM components responsible for myocardial effects, including oxidative stress and altered cell signaling resulting from protracted exposures. We compared the toxicities of PM with or without zinc, the water-soluble fraction of zinc-containing PM, and soluble zinc alone. Particle exposures with or without zinc increased the incidence of cardiac lesions to a small extent, perhaps as a result of long-term pulmonary inflammation. However, only the soluble zinc, and to some extent zinc-containing PM suspension, or the leachate fraction caused moderate inhibition of cardiac total aconitase activity, mitochondrial DNA damage, and changes in cardiac gene expression. These changes in gene expression are consistent with alterations in cell growth, signaling, mitochondrial fatty acid metabolism, ion channel function, and overall oxidative stress. Thus, PM-associated zinc may be one of the causative components of ambient PM responsible for cardiac effects.

## Materials and Methods

### Animals

Healthy 12- to 14-week-old male Wistar Kyoto (WKY) rats were purchased from Charles River Laboratories (Raleigh, NC, USA). All rats were maintained in an isolated animal room in an Association for Assessment of Laboratory Animal Care–approved animal facility (21 ± 1°C, 50 ± 5% relative humidity, 12-hr light/dark cycle) for 1- to 2-week quarantine and nonexposure periods. The rats were housed in plastic cages with beta chip bedding. All animals received standard PMI5001 rat chow (PMI Nutrition International, St. Louis, MO, USA) and water *ad libitum*. The U.S. Environmental Protection Agency (EPA) Animal Care and Use Committee approved the protocol for use of rats in these studies. Animals were treated humanely and with regard for alleviation of suffering.

### Rationale for selection of PM samples, exposure methods, and concentrations

We have recently reported that a 16-week episodic inhalation exposure of rats to oil combustion PM containing water-soluble zinc caused myocardial injury (Kodavanti et al. 2003). We wanted to determine if cardiac injury was caused by zinc leached from PM or was secondary to pulmonary inflammation that may occur as a result of deposition of PM in the lung. Therefore, we designed a study protocol that used six groups (*n* = 8) of male WKY rats receiving different components of PM (Table 1) for each of two time points (8 and 16 weeks). Group 1 received saline to serve as a control. Group 2 received Mount St. Helens ash (MSH), which does not contain any water-soluble zinc or other metals (McGee et al. 2003). Thus we can delineate any cardiac effect secondary to pulmonary inflammation/injury after deposition of these particles, as these fine-mode particles themselves are not likely to translocate to the heart. Group 3 received whole saline suspension at high dose (PM at high dose level, PM-HD) of the same fugitive oil combustion particle sample used in the previous study (Kodavanti et al. 2002) and contained insoluble components plus water-soluble zinc (14.5 μg/mg of zinc) and also a small amount of water-soluble nickel (3.0 μg/mg). The elemental composition of this PM is comparable to the previously used Ottawa urban PM (Adamson et al. 2000). Group 4 also received this particle sample but at half the dose of group 3 (particulate matter at low dose level, PM-LD). Group 5 received leachable fraction (saline-soluble) of PM-HD devoid of any solid material but containing the soluble components of zinc and nickel (particulate matter, saline leachable fraction, PM-L). Finally, group 6 received saline-solubilized zinc sulfate (zinc) at a concentration of zinc equivalent to group 3 or 5. This design allowed us to test if cardiac injury was due to soluble zinc or secondary to PM-induced pulmonary inflammation.

Because it is technically challenging to use inhalation methodology for exposure of rats to all these fractions concurrently, repeated weekly intratracheal instillations were used. We have shown that the instillation of a similar fly ash can give very similar pulmonary outcome after a single instillation if the instillation and inhalation doses are matched (Costa et al. 2006). Particle dose was based on our previous inhalation study, which used the same PM and led to cardiac injury (Kodavanti et al. 2003). Our previous study included 10 mg/m^3^ of inhaled PM at 6 hr/day for 1 day/week for 16 weeks. The total lung deposition fraction was assumed to be 0.32, and the cumulative lung dose of PM over the 16-week period was calculated to be 5.53 mg for a 300-g rat (18.43 mg/kg body weight). This total deposition amount was divided by 16 for each weekly intratracheal dose in the PM-LD group 4 (1.15 mg/kg). To assure sufficient particle exposure to cause cardiac injury from fractions of the whole particle suspension, group 3 (PM-HD) received double this dose (2.30 mg/kg). The same mass dose of MSH was used for group 2 animals (2.30 mg/kg). A saline-leachable fraction devoid of solid components was prepared from the particle suspension (2.30 mg/kg) and given to group 5 (PM-L). Zinc concentration in this water-soluble fraction of particle was 14.5 μg/mg; therefore, group 6 animals received zinc sulfate solution amounting to 33.4 μg zinc/kg body weight (the amount of water-soluble zinc present in 2.3 mg PM). Rats in the 8-week study received eight weekly instillations but with all the components at double the concentration than those used for 16 weeks. The 8-week exposure was used to determine if cardiac effects can be apparent within a short time, so that future studies can be planned using this timeframe when material is limited. The rationale for doubling the concentration for 8 weeks was to ensure detection of cardiac injury on the basis of the theoretical dose for 16 weeks that was needed for detectable injury in our earlier study (Kodavanti et al. 2003). Because the concentration of the weekly PM doses were the same for the 8-week PM-LD group and 16-week PM-HD groups, we were able to determine the progression of effects with repeated PM exposures.

### Intratracheal instillation

We used WKY rats for this study because this strain has shown lower background cardiac lesions than Sprague-Dawley rats (Kodavanti et al. 2003), although sporadic myopathy is apparent (Kuribayashi 1987). In our previous study, this strain appeared to be specifically sensitive to PM cardiac injury because of low background cardiac spontaneous lesions (Kodavanti et al. 2003). Rats were randomized by body weight into six groups (*n* = 8) for each time point. Each particle sample was suspended in sterile saline at the desired concentration and was mixed continuously for 20 min before use. To prepare the soluble fraction, the PM-HD was centrifuged at 12,000 × *g* for 10 min and the supernatant fluid filtered through a Teflon syringe filter unit (0.25-μm pore size). This filtered fraction was termed as the leachable fraction (PM-L). Similarly, zinc sulfate was dissolved in sterile saline to give desired concentration. All fractions, including saline, were intratracheally instilled once per week at 1 mL/kg under halothane anesthesia (Costa et al. 1986).

### Necropsy, sample collection, and analysis

We selected a 48-hr time point after the last instillation for necropsy to minimize impact of the last intratracheal instillation and maximize detection of subchronic outcomes. Two days after the last instillation, rats were anesthetized with an overdose of sodium pentobarbital (50–100 mg/kg, ip). Blood was drawn, and the heart was removed, blotted dry, weighed, and cut into two mid-longitudinal halves, one for enzyme assay and RNA/DNA isolation and the second for histology. The right ventricle was discarded from the first half and portions of the left ventricle plus septum were snap frozen in liquid nitrogen and retained for enzymes activity analysis and RNA isolation.

The second half of the heart was fixed in 10% neutral-buffered formalin. The first, third, fifth, and eighth consecutive sections were stained with hematoxylin and eosin (H&E) and examined microscopically without prior knowledge of the treatment groups. A more detailed description of histology assessment is provided in the Supplemental Material (http://www.ehponline.org/members/2007/10379/suppl.pdf).

Immediately after removal of the heart, the trachea was cannulated, the left lung tied and the right lung lavaged using Ca^2+^/Mg^2+^-free phosphate-buffered saline (pH 7.4) as previously described (Kodavanti et al., 2002). Aliquots of bronchoalveolar lavage fluid (BALF) were used to determine total cell counts with a Z1 Coulter Counter (Coulter, Inc., Miami, FL, USA).

### RNA isolation

Total heart RNA was isolated from tissues snap frozen in liquid nitrogen using TriReagent (Sigma-Aldrich, St. Louis, MO, USA). RNA was further purified with QIAGEN RNeasy mini columns (QIAGEN, Valencia, CA, USA) and resuspended in 50 μL diethylpyrocarbonate (DEPC)-treated water according to the manufacturer’s protocol. RNA quantity was assessed with an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). All samples had a 28S/18S ratio ≥ 2.0 and were stored at −80°C before shipment on dry ice to Expression Analysis Inc. (Durham, NC, USA; www.expressionanalysis.com) or their use in real-time polymerase chain reaction.

### Microarray target preparation and hybridization

Expression Analysis Inc. performed RNA target preparation and hybridization to the Affymetrix GeneChip Rat 230A microarray containing 15,923 probe sets and expressed sequence tags (Affymetrix, Inc., Santa Clara, CA, USA) according to the “Affymetrix Technical Manual” (Affymetrix, Inc. 2004). A brief description of the process for cRNA synthesis, hybridization, visualization, and quantification is described elsewhere (Gilmour et al. 2006b). Fluorescent images were detected in a GeneChip Scanner 3000 (Affymetrix), and expression data was extracted using the default setting in the microarray Suite 5.0 software (Affymetrix). For microarray purposes, four biological replicates were collected for each group.

### Real-time PCR

To confirm the Affymetrix gene array data, real-time quantitative PCR was performed for metallothionein-1 (MT-1), and zinc transporter-2 (ZT-2) using heart RNA derived from the 8-week exposure group, essentially as described previously (Gilmour et al. 2006b). Zinc exposure caused a 30% increase in MT-1 mRNA expression over saline control, which is consistent with the data obtained in the microarray in the present study (insignificant in each case). No significant increases were noted in ZT-2 mRNA expression by either method.

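On the arrays, Slc30a2, the gene of zinc transporter 2, had a signal of 154 ± 18.5 (mean ± SD, n = 4 rats) in zinc sulfate–exposed hearts and 227 ± 90.6 in saline hearts. The log2 fold change was −0.37 (standard error 0.20) and did not pass unadjusted p under 0.05, and the adjusted p from limma was 0.999. The 2 groups overlapped (exact permutation p = 0.143, two-sided), and the probe set was dimmer than the median of all probe sets. Without saline replicate 2, the gene did pass, lower by 0.50.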

### DNA isolation and mitochondrial DNA damage analysis using quantitative PCR (Q-PCR)

We extracted DNA from left ventricular tissues of the 8-week exposure group using a genomic DNA extraction kit (QIAGEN, Chatsworth, VA, USA) according to the protocol supplied with the kit. DNA was quantified using the PicoGreen dsDNA Quantitation kit (Invitrogen Corp., Carlsbad, CA, USA). Q-PCR was conducted using a protocol described previously (Ayala-Torres et al. 2000; Santos et al. 2002), except for the quantification of PCR products, which was performed using Pico-Green dye. The primer sequences used were as follows: for the 12.4-kb nuclear gene, clusterin 5′-AGA CGG GTG AGA CAG CTG CAC CTT TTC-3′ and 5′-CGA GAG CAT CAA GTG CAG GCA TTA GAG-3′; for the 13.4-kb mitochondrial genome, 5′-AAA ATC CCC GCA AAC AAT GAC CAC CC-3′ and 5′-GGC AAT TAA GAG TGG GAT GGA GCC AA-3′; and for the 235-bp mitochondrial fragment, 5′-CCT CCC ATT CAT TAT CGC CGC CCT TGC-3′ and 5′-GTC TGG GTC TCC TAG TAG GTC TGG GAA-3′. DNA lesion frequencies were calculated as described (Mandavilli et al. 2000). Briefly, the amplification of damaged samples (A_D_) was normalized to the amplification of a non-damaged control (A_O_), resulting in a relative amplification ratio. Assuming a random distribution of lesions and using the Poisson probability mass function equation [*f* [*x*!] = *e*^−λ^λ*^x^/x*], where λ = the average lesion frequency for the nondamaged template (i.e., the zero class; *x* = 0), the average lesion per DNA strand was determined as: λ = −*InA_D_/A*_O_.

### Cardiac aconitase activity and protein analysis

Frozen left ventricular tissues (stored at −80°C) were homogenized in ice-cold 10 mM Tris–KCl buffer, pH 7.4, using a polytron homogenizer. Homogenates were centrifuged at 12,000 × *g* for 20 min at 4°C. The supernatants were quick frozen, stored at −80°C, and later analyzed for aconitase activity. Aconitase activity was measured based on the formation of NADPH from NADP^+^ using the Bioxytech Aconitase-340 Assay (Oxis International Inc., Foster City, CA, USA). Total protein content was analyzed using Coomassie Plus Protein Assay kit with bovine serum albumin as a standard (Pierce, Rockford, IL, USA).

### Statistical analysis

We performed statistical analysis of BALF cells and aconitase data using a two-way analysis of variance (ANOVA) with treatment as one factor and time as the other using SigmaStat software, version 3.5 (SPSS Inc., Chicago, IL, USA), whereas one-way ANOVA was performed for cardiac mitochondrial DNA damage data. One control animal at 16 weeks was excluded from the study, as it demonstrated pulmonary complications immediately after the first intratracheal instillation of saline as determined by measurement of breathing parameters. Pairwise comparisons between groups were made using the Fisher least-significant difference (LSD) test. The accepted level of significance was *p* < 0.05.

### Analysis of Affymetrix microarray GeneChip data

Affymetrix CEL data files were imported into R, an open source statistical scripting language (http://www.R-project.org; Ihaka and Gentleman 1996) that was used in conjunction with the Bioconductor project (http://www.bioconductor.org; Gentleman et al. 2004). Normalized values with robust multiarray average (RMA) background correction, quantile normalization, and median polish were calculated with the R/bioconductor package AffylmGUI (Wettenhall et al. 2006). AffylmGUI allows a graphical user interface for the analysis of Affymetrix microarray GeneChips using the LIMMA package (linear modes for microarray data) in R (Smyth 2005). A linear model was fitted to the data and used to average data between replicate arrays and to identify variability between them. Contrasts between groups were used to generate *p*-values, moderated *t* statistics, Empirical Bayes statistics, and M values [log_2_ (ratio)]. The following contrasts were made for this study: MSH/saline, PM-HD/saline, Zn/saline, Zn/MSH. Probe sets with a *p*-value (*p* < 0.05) were judged by the LIMMA package (http://bioconductor.org/packages/2.1/bioc/html/limma.html) to be differentially expressed within group contrasts. This list was further filtered by fold change (> 1.25 and < 0.75).

We deposited the microarray data discussed in the present article into the Gene Expression Omnibus website (GEO; http://www.ncbi.nlm.nih.gov/geo/; Edgar et al. 2002); these data are accessible through GEO series under accession number GSE6541.

The heat map for the differentially expressed gene list was generated using The Institute for Genomic Research Multi-Experiment viewer (TIGR MeV, version 3.0; Saeed et al. 2003). Differentially expressed genes for MSH, PM-HD, and zinc sulfate relative to saline and zinc relative to MSH were identified and grouped manually into functional categories. These genes are listed in the Supplemental Material, Tables 1–3 (http://www.ehponline.org/members/2007/10379/suppl.pdf). Supplemental Material Table 4 depicts fold change in zinc-exposed rats normalized to MSH. The Venn diagram was derived using GeneSpring 7 software (Agilent Technologies) for MSH, PM-HD, and zinc (normalized to saline) to determine commonalities and differences in changed genes between groups.

## Results

### Pulmonary injury as determined by bronchoalveolar lavage

Chronic pulmonary inflammation can influence cardiac physiology. To determine the extent of pulmonary inflammation in each exposed group, we analyzed BALF total cells. Weekly instillations of MSH, PM suspensions (PM-HD and PM-LD), PM-L, and zinc all caused an increase in BALF total cells (Figure 1). The inflammation caused by PM-HD at 8 or 16 weeks was greatest. Exposure to soluble metal-free MSH also increased BALF cells significantly but to a lesser extent than PM-HD. The degree of inflammation was greater in all the 8-week time points postintratracheal challenges compared with the 16-week time point. This was expected, as the 16-week animals received half the concentration of each PM components on a weekly basis compared with the 8-week rats. Although the increases in total cells were apparent at 16 weeks in PM-LD, PM-L, and zinc-exposed rats, the increases were not statistically significant.

### Cardiac histopathology

In the present study the lesions were characterized by foci of myocardial degeneration, inflammation, and fibrosis. These foci were randomly distributed although frequently found at subepicardial or epicardial locations (Figure 2). A careful evaluation of serial sections of myocardial tissues demonstrated no lesions in saline controls at 8 weeks, but two of seven control animals showed mild myocardial degeneration and inflammation at 16 weeks. The photomicrographs for all 16-week exposure groups are depicted in the Supplemental Material, Figure 1 (http://www.ehponline.org/members/2007/10379/suppl.pdf). Generally, exposure of rats to MSH, PM-HD and PM-LD, PM-L, and zinc sulfate all caused small increases in lesion severity relative to saline controls at both time points. The lesion severity was statistically significant in 8-week rats exposed to MSH or PM-HD suspension (Figure 3). However, because of the low incidence of lesions in control rats at 16 weeks, the differences between groups were not statistically significant. Also, because of the limited group size (*n* = 8 for all groups), statistical significance could not be reached across the exposure regimens. Careful evaluation of the location of the lesions in each exposure group revealed no clear distributional differences between groups. Thus, on the basis of a histopathologic evaluation, it was difficult for us to identify the difference in lesion severity between different exposure conditions.

### Cardiac mitochondrial DNA damage

The mitochondrial DNA damage in left ventricular tissues from rats exposed for 8 weeks was analyzed using Q-PCR. The rationale of the Q-PCR assay is that the damage in either mitochondrial or nuclear DNA reduces the amplification efficiency of the template, leading to reduction of PCR product with the damaged template. The DNA damage is calculated as discussed in “Materials and Methods.” The results show that the rats exposed to PM-HD and zinc sulfate had significantly increased mitochondrial DNA damage compared with saline (Figure 4). Rats exposed to PM-L also indicated an increase in lesions compared with saline or PM without zinc (MSH), but it was not statistically significant. MSH did not cause mitochondrial DNA damage.

### Cardiac aconitase activity

Two isoforms of aconitase exist in the cell. One is cytosolic and the other is mitochondrial. The iron–sulfur clusters of both aconitase isoforms are prone to inactivation by oxidative stress (Cairo et al. 2002; Tong and Rouault 2007), and thus their activity analyses have been extensively used to demonstrate oxidative stress. We determined total aconitase activity at both time points in cardiac tissue homogenates, which included cytosolic plus mitochondrial isoform. There was a small but statistically significant inhibition of aconitase activity in rats exposed to zinc and PM-L in the 8-week group. Although a trend of inhibition was apparent, aconitase activity was not significant in other groups compared with saline (Figure 5).

### Cardiac gene expression

To understand mechanistic differences between cardiac effects of solid PM without zinc and zinc sulfate, we performed microarray analyses of cardiac tissues from saline, MSH-, PM-HD–, and zinc sulfate–exposed rats at the 8-week time point. 

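RNA of the left ventricle plus septum was measured on Affymetrix Rat 230A arrays, with 1 array per rat and 4 rats in each of 6 groups. The groups compared here were saline, MSH (volcanic ash without water-soluble zinc), PM-HD (the whole suspension of oil combustion particles at the higher dose), and zinc sulfate, with arrays of 2 further groups, PM-LD and PM-L, in the same data set. Table 1 of the paper gives the MSH and PM-HD rats 4.60 mg/kg of particles per week, and the PM-HD and zinc sulfate rats 66.8 μg/kg of soluble zinc per week. The labels of the arrays instead state concentrations, 14.5 μg of zinc per mg for PM-HD and 14.5 μg/mL for zinc sulfate, and no number of weeks. The deposited values are signals of Microarray Suite 5.0, whereas the tests in the paper used robust multiarray averages, which were not used here. The median signal of an array was 221 to 269 in saline, 241 to 261 in MSH, 218 to 256 in PM-HD, and 209 to 257 in zinc sulfate. The ratio of the 3′ to the 5′ Gapdh control probe set, a measure of RNA degradation, had a median of 1.87 in saline, 2.76 in MSH, 3.03 in PM-HD, and 1.50 in zinc sulfate, and no exposed group passed p under 0.05 against saline (exact permutation p = 0.657, 0.6, and 0.714, two-sided). With 4 rats against 4, the smallest p that an exact permutation test can give is 0.0286, and the number of arrays limits the precision of every value.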

Unlike cardiac gene expression changes after high-dose single pulmonary exposure to zinc sulfate (Gilmour et al., 2006b), small changes in a limited number of genes were noted in the present study [Supplemental Material, Tables 1–4 (http://www.ehponline.org/members/2007/10379/suppl.pdf)]. Therefore, false discovery rate correction was not employed to minimize omission of the exposure-related changes. However, we did apply a fold change cutoff for listed genes (> 1.25 and < 0.75). 

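Klf4, which encodes a transcription factor that restrains cell growth, fell by 0.92 on the log2 scale (standard error 0.27) in zinc sulfate–exposed hearts, from a signal of 1941 ± 42.9 in saline (mean ± SD, n = 4 rats) to 1050.2 ± 443. Car4, which encodes a membrane-bound carbonic anhydrase, rose by 1.37 (standard error 0.45) with PM-HD, from 819.6 ± 277 to 2142 ± 732. Dcaf4, which encodes a subunit of a ubiquitin ligase, rose by 0.63 (standard error 0.20) with MSH, from 245 ± 40.7 to 398 ± 51.8. Past p under 0.05 and a fold above 1.25 or below 0.75, the thresholds of the paper's methods, 306 named genes were higher and 239 lower with zinc sulfate, 244 and 186 with PM-HD, and 210 and 211 with MSH. In probe sets, of 15866 tested, these were 382 and 325, 324 and 259, and 290 and 277. The median fold of the higher and lower probe sets was 1.70 and 0.586 with zinc sulfate, 1.66 and 0.556 with PM-HD, and 1.65 and 0.569 with MSH, and 179, 132, and 159 probe sets changed more than 2-fold. At adjusted p under 0.05, limma called 0 probe sets in each comparison, with lowest adjusted p of 0.427, 0.577, and 0.698. Unadjusted p was under 0.05 in 780, 624, and 603 probe sets, where chance alone gives 793.3 on average. The 4 exposed and 4 saline rats did not overlap in 2.72% of probe sets with zinc sulfate, 2.10% with PM-HD, and 3.13% with MSH, against 2.86% by chance. Single arrays moved these counts: without zinc sulfate replicate 3, 1315 probe sets passed the thresholds with zinc sulfate, and without saline replicate 1, adjusted p was under 0.05 in 3 probe sets with zinc sulfate and 1 with MSH. Without MSH replicate 3 it was under 0.05 in 1 with MSH.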

A Venn diagram indicating number of genes commonly or distinctly affected by MSH, PM-HD, and zinc sulfate is given in the Figure 6. 

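RT1-CE5, a class I gene of the rat major histocompatibility complex, rose with both kinds of particles, by 1.37 with MSH and 1.48 with PM-HD (standard error 0.45). Its signal was 284 ± 73.4 in saline (mean ± SD, n = 4 rats), 819 ± 405 in MSH, and 829 ± 221 in PM-HD. Fam53a, a gene of little-known function, likewise rose by 0.94 with MSH and 0.92 with PM-HD (standard error 0.20), from 179 ± 48.9 to 359 ± 22.6 and 346 ± 45.1. For both genes, every MSH and PM-HD rat lay above every saline rat. With zinc sulfate, Fam53a also rose, by 0.57 (standard error 0.20), though not past the threshold without zinc sulfate replicate 4 (0.46) or saline replicate 4 (0.41), and RT1-CE5 had a log2 fold change of 0.74 (standard error 0.45) that did not pass, except without zinc sulfate replicate 4 (1.16). In the same direction, 146 probe sets changed in both MSH and PM-HD, 134 in both PM-HD and zinc sulfate, and 127 in both MSH and zinc sulfate, while 0, 2, and 4 changed in opposite directions, and 65 changed the same way in all 3 groups (37 higher, 28 lower). Unrelated changes of these numbers would share 10.4, 13.1, and 12.7 probe sets. All 3 comparisons use the same 4 saline rats, and in 100 simulations of exposed groups without any change against shared controls the median overlap was 126.5, 112, and 118.5. The simulated overlap reached the measured overlap in 33, 38, and 45 of the 100 draws. With the saline rats split 2 and 2 so that no control was shared, the median overlap over 6 splits was 35.5, 35, and 37.5, against 14.2, 15.4, and 15.5 for unrelated changes. In these splits, the changes across all probe sets correlated with r of −0.0906 to 0.0475, −0.246 to 0.0217, and −0.271 to −0.00257. Since these r values showed no common direction, the excess over unrelated changes cannot be read as shared effects of exposure. Without saline replicate 1, the overlap of zinc sulfate was 221 with PM-HD and 207 with MSH, and without the arrays whose Gapdh ratio was above 3, a choice made after seeing the data, RT1-CE5 did not pass (1.25 with MSH, 1.19 with PM-HD).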

Supplemental Material, Table 5 (http://www.ehponline.org/members/2007/10379/suppl.pdf) is a list of genes for each distinct section of the Venn diagram.

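Hes1, a transcriptional repressor downstream of Notch, rose by 0.62 on the log2 scale (standard error 0.14) with MSH, from a signal of 378 ± 48.7 in saline (mean ± SD, n = 4 rats) to 594 ± 36.0. Ptgs2, which encodes cyclooxygenase 2, rose by 0.92 (13.5 ± 10.3 to 41.1 ± 5.07), and Mki67, a marker of dividing cells, by 0.95 (51.1 ± 7.94 to 121 ± 23.7), both at dim signals. Bad, which encodes a promoter of apoptosis, fell by 0.59 (standard error 0.20), Gnb3, which encodes a G protein subunit, by 0.61 (0.19), and C1qtnf1, which encodes a secreted relative of adiponectin, by 0.60 (0.17). Ccl2, which encodes a chemokine of monocytes, rose by 1.16, but did not pass without saline replicate 3 (0.81) or saline replicate 4 (0.91). Of 37 acute phase and inflammation genes, 3 were higher and 2 lower with MSH (0 adjusted over the list alone, where 5 had unadjusted p under 0.05; camera adjusted p = 0.636). The 5 genes became 1 without saline replicate 3, 2 without saline replicate 4, and 3 without MSH replicate 1. Of 27 hypoxia-regulated genes, 0 were higher and 3 lower (0 adjusted over the list alone; camera adjusted p = 0.515). That number was 1 without MSH replicate 4, saline replicate 1, saline replicate 2, or saline replicate 3. None of the 28 gene lists passed camera with MSH. Without 1 array, lists did pass: 4 without saline replicate 4, 2 without MSH replicate 2, and 1 each without saline replicate 1 or MSH replicate 3. Of the 20 bright genes with the largest changes and no overlap between groups, 8 kept the call without any 1 array, among them Hes1, Bad, Gnb3, and C1qtnf1.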

A very limited number (~ 21 non-EST) of genes showed small increases or decreases with MSH compared with saline controls [Figure 7; Supplemental Material, Table 1 (http://www.ehponline.org/members/2007/10379/suppl.pdf)]. These did not fall into one specific functional category. It should be noted that some of these changes might have occurred by chance alone. Genes commonly affected in MSH and PM-HD containing zinc (Figure 6) included cyclin-dependent kinase inhibitor 1A (decrease), protein tyrosine phosphatase receptor type M (increase), and a gene similar to hypothetical predicted protein CG003 (increase).

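Cdkn1a, which encodes the cell cycle inhibitor p21, had a signal of 1415 ± 185 in saline (mean ± SD, n = 4 rats), 1076 ± 193 in MSH, and 1128 ± 161 in PM-HD. The log2 fold changes of −0.40 and −0.35 (standard error 0.17) did not pass, since the fold of 0.756 with MSH missed the limit of 0.75 and PM-HD passed neither threshold, while a second, dimmer probe set of Cdkn1a was lower in both groups. Ptprm, which encodes a receptor tyrosine phosphatase of cell contacts, had 383 ± 30.1 in saline, 488 ± 109 in MSH, and 441 ± 56.1 in PM-HD, log2 fold changes of 0.29 and 0.17 (standard error 0.16), which did not pass. The exposed and saline rats overlapped for both genes (exact permutation p = 0.0857 and 0.114 for Cdkn1a, 0.229 and 0.114 for Ptprm, two-sided). Leaving out 1 array brought the call of Cdkn1a with MSH (without saline replicate 1, −0.50, or 2, −0.44, or MSH replicate 3, −0.52) and with PM-HD (without saline replicate 1, −0.44), and of Ptprm with MSH (without MSH replicate 2, 0.44). The gene similar to predicted protein CG003 could not be matched to a probe set from its name and was not analysed here.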

The genes in which expression changed in response to PM-HD exposure were very different from those affected by MSH exposure [Figure 7; Supplemental Material, Table 2 (http://www.ehponline.org/members/2007/10379/suppl.pdf)]. 

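Jun, which encodes a subunit of the AP-1 transcription factor, fell by 0.61 on the log2 scale (standard error 0.14) with PM-HD, from a signal of 1070.2 ± 134 in saline (mean ± SD, n = 4 rats) to 696 ± 72.4. Slc41a1, which encodes a magnesium transporter, rose by 0.65 (standard error 0.20), Atp11a, which encodes a phospholipid flippase, by 0.74 (0.21), and Telo2, which stabilizes kinases of the DNA damage response, by 0.67 (0.17). Serpina3n, an acute phase inhibitor of serine proteases, fell by 1.13 (93.8 ± 30.2 to 35.5 ± 19.6). PM-HD was also compared directly with MSH: 270 probe sets were higher and 229 lower, 0 passed at adjusted p under 0.05 in limma (lowest 1.000), and 546 had unadjusted p under 0.05. Across all probe sets, the changes with PM-HD and with MSH correlated with r = 0.551, where the shared saline rats alone gave a median of 0.494 in simulation, and without shared saline rats r was −0.0906 to 0.0475, although probe sets are not independent of each other. Of 39 genes of mitochondrial fatty acid metabolism, 0 were higher and 1 lower with PM-HD (0 adjusted over the list alone; camera adjusted p = 0.00691, adjusted p = 0.928 with an estimated correlation). The number of lists that passed camera with PM-HD was 3, but 6 without saline replicate 4 or PM-HD replicate 2 and 1 without PM-HD replicate 4. Of the 19 bright genes with the largest changes and no overlap, 9 kept the call without any 1 array, Jun, Slc41a1, Atp11a, and Telo2 among them, while the fatty acid list did not pass without saline replicate 1 (camera adjusted p = 0.0738) or 2 (0.362) or PM-HD replicate 3 (0.104) or 4 (0.737), and its direction turned without the arrays of high Gapdh ratio (0.745), a choice made after the values were seen.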

Surprisingly, although more non-EST genes were affected (~ 27) by PM-HD compared with changes seen in the MSH group (~ 21), the number of genes showing expression changes within this group was much smaller than the those provoked by zinc exposure (Figure 7). However, some of the genes that changed in PM-HD were the same as those affected by zinc (Figure 6), suggesting that those genes are changed as a result of exposure to zinc.

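The clock genes Dbp, Nr1d1, and Nr1d2 were among the changes common to PM-HD and zinc sulfate. Dbp, which encodes a transcription factor of the circadian clock output, rose by 1.45 on the log2 scale (standard error 0.46) with PM-HD, from a signal of 175 ± 49.0 in saline (mean ± SD, n = 4 rats) to 541 ± 235. Nr1d1, which encodes the clock repressor REV-ERBα, rose by 1.17 (standard error 0.38) to 793 ± 302, but 1 PM-HD rat overlapped saline for each of the 2 genes (exact permutation p = 0.0857 and 0.0571, two-sided). Nr1d2, which encodes REV-ERBβ, rose by 1.00 but did not pass without saline replicate 4 (0.62) or PM-HD replicate 4 (0.84). Bmal1, the activator of the clock, had a log2 fold change of −0.38 (standard error 0.22) and did not pass, except without PM-HD replicate 3 (−0.50). Of 8 clock genes that peak at the same time of day as Dbp, 4 were higher with PM-HD and 0 lower (4 adjusted over the list alone; camera adjusted p = 1.3e-05, and 0.0486 with an estimated correlation). Of all 14 clock genes, 4 were higher and 1 lower (0 adjusted over the list alone, where 5 had unadjusted p under 0.05; camera adjusted p = 0.0379, adjusted p = 0.411 with an estimated correlation). The 5 fell to 3 without saline replicate 4. The list of 14 did not pass without saline replicate 3 (camera adjusted p = 0.0705) or 4 (0.140) or PM-HD replicate 2 (0.0641) or 4 (0.604). From the genes that changed in both groups, the paper proposes that those genes changed as a result of exposure to zinc. Of the probe sets that changed the same way in PM-HD and zinc sulfate, 78 were higher and 56 lower.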

In Supplemental Material, Table 3 (http://www.ehponline.org/members/2007/10379/suppl.pdf), we list genes that were affected by zinc compared with saline controls. The number of genes affected by zinc was much greater than that changed by MSH or PM-HD suspension (~ 70). These genes were grouped into five functional categories—cell signaling, cell cycle and growth, ion transport, mitochondrial fatty acid metabolism, and oxidative stress/inflammation. 

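In zinc sulfate–exposed hearts, Dbp rose by 2.35 on the log2 scale (standard error 0.46) to a signal of 930.1 ± 222 (mean ± SD, n = 4 rats), with single rats at 767 to 1239 against 124 to 230.4 in saline. Nr1d1 rose by 1.45 (standard error 0.38), from 344 ± 114 to 922 ± 182, and Nr1d2 by 1.25 (0.37). Bmal1, which peaks in opposite phase to Dbp, fell by 0.88 (standard error 0.22), from 399 ± 56.4 to 197 ± 37.4. Outside the clock, Slc38a2, which encodes a neutral amino acid transporter, fell by 0.53 (0.13), Asb2, which encodes a subunit of a ubiquitin ligase of muscle, by 0.60 (0.16), and Arpc4, which encodes a subunit of the actin nucleator Arp2/3, rose by 0.58 (0.17). Of the 14 clock genes, 5 were higher and 1 lower (3 and 1 adjusted over the list alone; camera adjusted p = 3.3e-04, and 0.0474 with an estimated correlation). Of the 8 genes that peak with Dbp, 3 were higher (3 adjusted over the list alone; camera adjusted p = 3.4e-07, and 0.0192 with an estimated correlation), and of 3 that peak with Bmal1, 1 was lower (1 adjusted over the list alone; camera adjusted p = 0.0734). Compared directly with PM-HD, zinc sulfate had 444 probe sets higher and 434 lower, with 0 at adjusted p under 0.05 in limma (lowest 0.304) and 955 at unadjusted p under 0.05. Without PM-HD replicate 2, the 2 counts together were 1507, and without zinc sulfate replicate 3 2256. Of the 20 bright genes with the largest changes against saline and no overlap, 14 kept the call without any 1 array, with Dbp, Nr1d1, Nr1d2, Slc38a2, Asb2, and Arpc4 among them, although Asb2 did not pass without quantile normalization (−0.35).

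**Figure D1:**
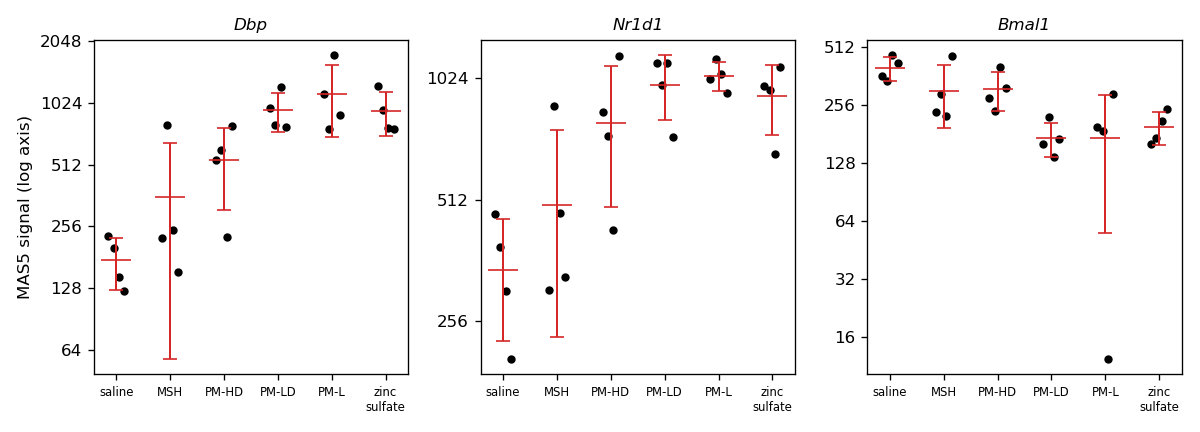
MAS5 signal of Dbp, Nr1d1, and Bmal1 in the left ventricle plus septum of single rats (points) with the group mean ± SD (bars; n = 4 rats per group). In zinc sulfate, PM-LD, and PM-L, every rat lay above every saline rat for Dbp.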

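Among genes of cell cycle and growth, Cdkn1a fell by 0.66 on the log2 scale (standard error 0.17) with zinc sulfate, to a signal of 897 ± 121 (mean ± SD, n = 4 rats), below every saline rat. Mki67 rose by 0.91 (standard error 0.25) but stayed dim at 105 ± 35.6. Among inflammation genes, Cxcl2, which encodes a chemokine of neutrophils, fell by 1.00, at a dim 42.6 ± 29.7, and did not pass without zinc sulfate replicate 3 (−0.80) or 4 (−0.73). Sgk1, a kinase gene that glucocorticoids induce and that regulates ion channels, fell by 0.94 (1157 ± 342 to 587 ± 259), and did not pass without saline replicate 4 (−0.75). Of 42 genes of cell cycle and growth control, 1 was higher and 2 lower (camera adjusted p = 0.993), and of 37 acute phase and inflammation genes, 1 was higher and 1 lower (camera adjusted p = 0.658). Of 50 cardiac ion channels and transporters, 0 passed and 1 had unadjusted p under 0.05 in limma (camera adjusted p = 0.993), and of 34 antioxidant and oxidative stress genes, 0 passed and 0 had unadjusted p under 0.05 (camera adjusted p = 0.993). Of 11 glucocorticoid-induced genes, 1 was higher and 1 lower (camera adjusted p = 0.736). In each of these 5 lists, 0 genes passed when p was adjusted over the list alone. The 2 glucocorticoid-induced genes became 4 without zinc sulfate replicate 3 (0 higher, 4 lower) and 0 without saline replicate 4. The 2 inflammation genes became 4 without zinc sulfate replicate 2 or 3 (1 higher, 3 lower for each) and 0 without zinc sulfate replicate 4. The 3 cell cycle genes became 5 without saline replicate 4 or zinc sulfate replicate 1 (2 higher, 3 lower for each).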

Although the fold changes in expression are modest, they are consistent with the known physiologic role of zinc. The small magnitude of change in gene expression in this study may be due to the episodic, lower-dose exposure paradigm rather than by a single high-concentration zinc exposure in our previous study (Gilmour et al. 2006a, 2006b). Also, the 48-hr time point after final instillation used in this study may have allowed reversal of some acute zinc effects.

Our goal was to investigate the role of PM-associated zinc; therefore, we normalized the expression values of zinc sulfate to the MSH, a PM without zinc (McGee et al. 2003). When the zinc values were normalized to MSH, a greater number of genes than those induced by zinc/saline [Supplemental Material, Table 4 (http://www.ehponline.org/members/2007/10379/suppl.pdf)] were found to be differentially expressed, suggesting that the types of expression changes in the heart were very different between soluble zinc and PM or MSH. 

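Kansl1, which encodes a subunit of a histone acetyltransferase complex, was lower in zinc sulfate–exposed than in MSH-exposed hearts by 0.88 on the log2 scale (standard error 0.18), at a signal of 248 ± 52.0 against 508 ± 60.3 (mean ± SD, n = 4 rats). Mycbp2, which encodes a ubiquitin ligase, was lower by 0.80 (0.19) and Itpkc, a kinase of inositol trisphosphate, by 0.79 (0.21). Ppm1a, which encodes a metal-dependent protein phosphatase, was higher by 1.36 (standard error 0.40), at 672 ± 246 against 263 ± 82.7, and Cenpb, which encodes a centromere protein, by 0.69 (0.18). Zinc sulfate and MSH rats did not overlap for any of these 5 genes. With zinc sulfate, 486 named genes were higher and 352 lower than with MSH, in 581 and 475 probe sets. In limma, 0 probe sets had adjusted p under 0.05 (lowest 0.393) and 1154 had unadjusted p under 0.05. The 2 groups did not overlap in 5.16% of probe sets, against 2.86% by chance. Of the probe sets past the thresholds, 55.0% were higher, and 67.9% without quantile normalization. Without zinc sulfate replicate 3, 2306 probe sets passed the study thresholds, and without MSH replicate 3, 1 had adjusted p under 0.05. The Gapdh ratio was 5.57 in zinc sulfate replicate 3 and 1.42 to 1.52 in the others, against 2.02 to 3.31 in MSH. Without that replicate, the 2 groups did not overlap in this measure of RNA degradation. The ratio was not tested between zinc sulfate and MSH, so these counts cannot be assigned to zinc alone. Of the 20 bright genes with the largest changes and no overlap, 15 kept the call without any 1 array, including these 5.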

A variety of genes involved in the acute phase response and oxidative stress were affected, including heat shock 70-kDa protein 1A, and predicted heat shock protein 90-kDa protein 1, which may explain the noted cardiac mitochondrial DNA damage. 

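Hspa1a, the gene of heat shock 70-kDa protein 1A, had a signal of 777 ± 267 in zinc sulfate and 748 ± 144 in MSH hearts (mean ± SD, n = 4 rats), a log2 fold change of 0.03 (standard error 0.26) that did not pass. A probe set that measures Hspa1a together with Hspa1b was lower by 0.91 (standard error 0.36), at 138 ± 42.4 against 335 ± 214, though not past the threshold without MSH replicate 3 (−0.52), zinc sulfate replicate 3 (−0.81), or zinc sulfate replicate 4 (−0.85). The groups overlapped for this probe set (exact permutation p = 0.0857, two-sided). The name heat shock protein 90-kDa protein 1 fits several genes. Hsp90ab1 had a log2 fold change of −0.61 (standard error 0.31) and did not pass unadjusted p under 0.05, although every zinc sulfate rat (9228 ± 671) lay below every MSH rat (12916 ± 269). Hsp90b1 had a log2 fold change of −0.07 (standard error 0.20), at 2911 ± 354 against 2901 ± 302, and did not pass. Of 2 probe sets that Hsp90aa1 shares with a pseudogene, 1 was lower by 0.76 (standard error 0.28). The other was lower by 0.46 (0.17), though not past the threshold without MSH replicate 3 (−0.36). Against saline, the 2 had log2 fold changes of −0.20 and −0.14 with zinc sulfate and 0.55 and 0.32 with MSH. For the probe set of Hspa1a with Hspa1b, these were −0.51 with zinc sulfate and 0.40 with MSH. None of these changes against saline passed. Dnaja1, which encodes a cochaperone of HSP70, was lower by 0.64 (0.19), and Hspa5, the HSP70 of the endoplasmic reticulum, by 0.47, though not past the threshold without MSH replicate 4 (−0.40). Hspa5 was also higher with MSH than with saline, though not past the threshold without MSH replicate 4 (0.30). Of 28 heat shock proteins and cochaperones, 0 were higher and 3 lower with zinc sulfate than with MSH (0 adjusted over the list alone; camera adjusted p = 0.325). The 3 became 5 without zinc sulfate replicate 1 (1 higher, 4 lower) and 6 without zinc sulfate replicate 3 (2 higher, 4 lower). Of 37 acute phase and inflammation genes, 0 were higher and 1 lower (0 adjusted over the list alone; camera adjusted p = 0.221).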

Metallothionein gene expression was induced, which is consistent with our previous study (Gilmour et al. 2006b), although the increase was small and statistically insignificant (therefore, not included in tables listing genes). 

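Mt1, the gene of metallothionein 1, rose by 0.96 on the log2 scale (standard error 0.45) with zinc sulfate on the only probe set that carries its symbol alone, from a signal of 21.3 ± 17.5 in saline (mean ± SD, n = 4 rats) to 52.2 ± 24.8. That probe set was dim and the groups overlapped (exact permutation p = 0.0571, two-sided). A brighter probe set that measures Mt1 together with 2 other symbols stood at 1057 ± 307 against 791 ± 252, a log2 fold change of 0.46 (standard error 0.27) that did not pass. Mt2A, the gene of metallothionein 2, had a log2 fold change of 0.71 (standard error 0.45), at 1025 ± 294 against 626 ± 209.6, and did not pass. Against MSH, the probe set of Mt1 with 2 other symbols was higher by 0.77 (standard error 0.27), at 1057 ± 307 against 604 ± 90.8 (exact permutation p = 0.0286, two-sided). The probe set of Mt1 alone (0.79) and Mt2A (0.87; standard error 0.45 for both) did not pass against MSH, except without MSH replicate 3 (1.12 and 1.14), for Mt1 without zinc sulfate replicate 1 (1.13), and for Mt2A without zinc sulfate replicate 3 (1.12). Of 17 genes of zinc handling, 1 was higher with zinc sulfate and 0 lower (0 adjusted over the list alone, where 1 had unadjusted p under 0.05; camera adjusted p = 0.990). Against saline, Mt1 did not pass without saline replicate 1 (0.87), 3 (0.87), or 4 (0.84), or without zinc sulfate replicate 2 (0.82), 3 (0.91), or 4 (0.83).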

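Compared with MSH hearts, zinc sulfate–exposed hearts had higher Sesn1, a stress-induced gene of antioxidant defense, by 1.00 on the log2 scale (standard error 0.33), at 697 ± 217 against 339 ± 38.2 (mean signal ± SD, n = 4 rats). Klf4 was lower by 0.91 (0.27), and Myc, which drives cell growth, by 0.89 (0.30). Mtf1, which encodes the transcription factor that senses zinc, was lower by 0.58, though not past the threshold without zinc sulfate replicate 4 (−0.40). Among clock genes, Dbp was higher by 1.67 (0.46), Hlf, a relative of Dbp, by 0.63 (0.20), and Per3 by 0.63 (0.23), at a dim 25.4 ± 2.83 against 14.2 ± 6.89. For Dbp, MSH replicate 2 (798) lay within the range of zinc sulfate (767 to 1239). Hlf stood at 149 ± 27.7 in zinc sulfate, 146 ± 38.1 in saline, and 105 ± 22.5 in MSH, where it was lower than in saline by 0.48 (0.20), though not past the threshold without MSH replicate 1 (−0.35), MSH replicate 2 (−0.42), saline replicate 1 (−0.36), or saline replicate 4 (−0.44). Nr1d1 was higher by 1.01 (0.38), though not past the threshold without MSH replicate 1 (0.81) or MSH replicate 4 (0.86), and Nr1d2 by 0.88 (0.37), though not past the threshold without MSH replicate 1 (0.67), MSH replicate 4 (0.83), zinc sulfate replicate 1 (0.85), or zinc sulfate replicate 2 (0.84). Of the 8 clock genes that peak with Dbp, 5 were higher (4 adjusted over the list alone; camera adjusted p = 7.2e-06, and 0.0414 with an estimated correlation). Of all 14 clock genes, the same 5 were higher (2 adjusted over the list alone; camera adjusted p = 5.3e-04, adjusted p = 0.0732 with an estimated correlation). Of 34 antioxidant and oxidative stress genes, 1 was higher (camera adjusted p = 0.203), of 42 genes of cell cycle and growth control, 2 were lower (camera adjusted p = 0.152), and of 17 genes of zinc handling, 1 was lower (camera adjusted p = 0.766). In each of these 3 lists, 0 genes passed when p was adjusted over the list alone. Without zinc sulfate replicate 3, 10 antioxidant genes passed the study thresholds (8 higher, 2 lower) and 7 cell cycle genes (2 higher, 5 lower). Without MSH replicate 2, 3 antioxidant genes passed (3 higher, 0 lower). The zinc handling count was 3 without MSH replicate 3 (2 higher, 1 lower) and 0 without zinc sulfate replicate 4.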

Further, similar to the data tabulated in Supplemental Material, Table 3 (http://www.ehponline.org/members/2007/10379/suppl.pdf), a variety of genes involved in cell signaling, cell cycle and growth, ion transport, mitochondrial fatty acid metabolism, and oxidative stress was consistently affected when zinc-induced expression was normalized to MSH (grouped into five functional categories). 

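Ccnd1, the gene of cyclin D1, had a signal of 1272 ± 176 in zinc sulfate and 1302 ± 127 in saline hearts (mean ± SD, n = 4 rats), a log2 fold change of −0.03 (standard error 0.18) that did not pass. Against MSH, where Ccnd1 stood at 1662 ± 166, the log2 fold change was −0.41, which missed the fold limit of 0.75 (fold 0.754; exact permutation p = 0.0571, two-sided), while its 2 other probe sets were lower past both thresholds, as was Ccnd1 without MSH replicate 2 (−0.48), zinc sulfate replicate 1 (−0.43), or zinc sulfate replicate 3 (−0.49). Ccnd1 was also higher with MSH than with saline. It did not pass there without MSH replicate 1 (0.33), 3 (0.38), or 4 (0.35), or saline replicate 1 (0.33), 2 (0.35), or 4 (0.38). Fabp3, the gene of the fatty acid–binding protein of heart muscle, had 28818 ± 9537 in zinc sulfate, 24321 ± 4563 in saline, and 25924 ± 1679 in MSH, and passed in neither comparison. After quantile normalization, its log2 fold change was −0.12 against saline and −0.02 against MSH (standard error 0.22), and without that step 0.28 and 0.23. With that step but without zinc sulfate replicate 3, they were 0.12 and 0.21, and without the arrays of high Gapdh ratio, a choice made after the values were seen, 0.06 and 0.22, so the direction of Fabp3 rests on the scaling and on 1 array.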

Only a few genes appeared down-regulated in the hearts of zinc-exposed rats, for example, cyclin D1, fatty acid binding protein 3.

## Discussion

Zinc is a ubiquitous component of ambient PM, often second in abundance to iron. On the basis of our previous study demonstrating cardiac pathology in rats inhaling zinc-containing particles (Kodavanti et al. 2003), we postulated that soluble zinc is one of the causative components of inhaled PM responsible for cardiac effects. To address this hypothesis, we intra-tracheally exposed rats to PM with or without its zinc constituents or to zinc alone once per week for 8 or 16 consecutive weeks. We report here that increased BALF cell numbers and cardiac pathology were evident in all rats exposed for 8 or 16 weeks to PM with or without soluble zinc and to soluble zinc. However, only the rats exposed to soluble zinc or zinc-containing PM demonstrated mitochondrial DNA damage. Aconitase activity was inhibited slightly but significantly in rats exposed to zinc or zinc-containing PM leachate. Furthermore, gene expression profiles of the cardiac tissue demonstrated small but significant changes in expression patterns in rats exposed to zinc but not in rats exposed to MSH, a PM without zinc. These changes were reflective of altered cell signaling, cell cycle and growth, oxidative stress, inflammation, ion channels function, protease/antiprotease balance, and mitochondrial fatty acid metabolism. Thus, it appears that although insoluble PM may induce a small degree of cardiac pathology, perhaps via chronic pulmonary inflammation, soluble zinc may contribute to cardiac injury via its effects on gene expression, and mitochondrial DNA damage.

Cardiac injury from pulmonary PM exposure can occur via systemic endothelial activation and/or lung inflammation (Godleski 2006). Cardiac effects can also occur directly by PM-associated metals (Gilmour et al. 2006b). We cannot determine from our present study the full spectrum of direct effects related to soluble components such as zinc, as cardiac pathology and marked pulmonary inflammation were evident in all groups, including animals exposed to MSH without soluble zinc (McGee et al., 2003). However, distinct gene expression changes, together with small mitochondrial aconitase inhibition and DNA damage, occurred only in zinc-exposed rats. On the basis of this evidence, we postulate that the presence of pulmonary inflammation may lead to pathology in the heart, whereas zinc may affect broader physiologic processes at multiple levels without apparent lesion development. The data support the hypothesis that zinc is responsible, at least partly, for the PM cardiac effects.

In the previous study, we demonstrated that pulmonary exposure to a large bolus of zinc resulted in an approximately 20% increase in circulating zinc at 1 hr after exposure, whereas cardiac effects were manifested at 4- and 24-hr time points, when circulating zinc had returned to control levels (Gilmour et al. 2006b). No net increase in cardiac zinc was noted in that study. Also, the resulting increase in plasma zinc was transient, ultimately with the accumulation of zinc in the liver. Interestingly, at 24 hr, copper and selenium in the liver also increased, suggesting that pulmonary zinc exposure can result in systemic imbalance of other essential metals (Gilmour et al. 2006b). Zinc has been shown to interact with other essential metals in the body and in the heart (Powell et al. 1999). Thus, the cardiac effects might be due to acute transient elevations in circulating zinc, which leads to disturbances in essential metal balance immediately after each instillation. Because zinc is best known to bind to metallothionein protein and a massive induction of this gene has been noted in the lung immediately after instillation of soluble zinc (Gilmour et al. 2006b), it appears that pulmonary zinc might be carried to circulation in its protein bound form (Agte and Nagmote 2004); however, it is not stored in the heart.

At high levels, zinc is known to inhibit mitochondrial respiration in rat liver but not in cardiac tissues (Ye et al. 2001). An increase in circulating zinc, however, has been shown to cause a number of cardiac mitochondrial effects (Gilmour et al. 2006b). It is not known if acute pulmonary zinc exposure inhibits cardiac aconitase activity; however, zinc transfer from metal-lothionein to cardiac mitochondrial aconitase has been noted in mouse heart extracts (Feng et al. 2005). Further, inhibition of cardiac aconitase activity in the present study may involve inactivation of cytosolic and/or mitochondrial isoforms secondary to zinc-induced oxidant production. Aconitase is highly susceptible to inhibition by oxidative stress and has been extensively used as a marker to demonstrate production of free radicals in tissues (Tong and Rouault 2007). The probable involvement of increased oxidant production is also reflected in the increase in mitochondrial DNA damage reported here. The mechanism is not clear because zinc is present in the regulatory domain of numerous proteins within cytosol and mitochondria (Maret 2001, 2004; Sharpley and Hirst 2006). Thus, perturbation of more than one metal–protein coordinations is likely to be involved. Evidence of zinc-induced oxidative stress is seen in the neuronal release of zinc and associated degenerative changes in the brain (Dineley et al. 2003).

Although modest, changes in the gene expression provide important mechanistic insight into potential long-term effects of zinc on the myocardium. Only a few changes occurred in the pattern of cardiac gene expression in MSH-exposed rats, whereas relatively large changes were noted in rats exposed to zinc sulfate. This suggests that a small increases in cardiac lesions may be independent of zinc-specific effect on cardiac gene expression. It is likely that effects on gene expression caused by zinc may not result in chronic cardiac pathology in the present study. It is not clear why exposure of rats to whole PM suspension (PM-HD) containing soluble zinc did not alter as many genes as those altered by zinc. However, it is noteworthy that some of the genes induced by the PM-HD were also induced by zinc, suggesting a zinc-specific effect. It is also possible that the presence of small amounts of nickel (Kodavanti et al. 2002) and also solid PM may interfere with PM-zinc absorption, and metal–metal interactions may limit zinc bioavailability. We have previously noted that the toxicity of one individual metal may be reduced in the presence of other metals (Kodavanti et al. 1997) and interactions of zinc and copper are well documented (Klevay 2000; Powell et al. 1999). The association between PM-induced long-term pulmonary inflammation and increases in the background cardiac lesions need to be further examined.

The changes in the cardiac gene expression pattern from pulmonary exposure to soluble zinc seen in the present study were expected based on the known biological role of zinc in cell growth, metabolism, cell signaling, and mitochondrial respiration (Maret, 2006; Samet et al. 2003; Ye et al. 2001). Although the direct effect of zinc on each of the genes in which expression was altered has not been reported in the literature, the functional grouping of these genes suggests multiple sites of action. For example, numerous genes for proteins, such as kinases and phosphatases, that regulate cell signaling were stimulated, whereas the epidermal growth factor receptor gene was down-regulated. 

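Among signaling genes, Ppp3cc, which encodes a catalytic subunit of calcineurin, rose by 0.84 on the log2 scale (standard error 0.23) with zinc sulfate, from a signal of 172 ± 43.8 in saline (mean ± SD, n = 4 rats) to 298 ± 16.5. Pik3cd, which encodes a catalytic subunit of phosphatidylinositol 3-kinase, rose by 1.24 (0.41), from 122 ± 56.8 to 273 ± 27.7, and Pik3ip1, which encodes an inhibitor of that kinase, by 0.50 (0.15). Prkar2b, which encodes a regulatory subunit of protein kinase A, fell by 0.52, though not past the threshold without zinc sulfate replicate 1 (−0.40). Egfr, the gene of the epidermal growth factor receptor, was dim, at 50.0 ± 23.2 in zinc sulfate, 88.6 ± 48.1 in saline, and 86.1 ± 58.5 in MSH, and its log2 fold changes of −0.55 against saline and −0.29 against MSH (standard error 0.53) did not pass. Of 97 protein kinases of signaling, 3 were higher and 1 lower with zinc sulfate than with saline (0 adjusted over the list alone; camera adjusted p = 0.241), and 4 were higher and 2 lower than with MSH (0; camera adjusted p = 0.325). The 4 kinases became 2 without saline replicate 3 (1 higher, 1 lower) or zinc sulfate replicate 1 (2 higher, 0 lower). They became 7 without zinc sulfate replicate 3 (5 higher, 2 lower). The 6 against MSH became 3 without MSH replicate 4 (1 higher, 2 lower) and 10 without MSH replicate 2 (9 higher, 1 lower). Without zinc sulfate replicate 3 the 6 became 15 (8 higher, 7 lower). Of 63 protein phosphatases, 2 were higher and 0 lower than with saline (0 adjusted over the list alone; camera adjusted p = 0.917), and 4 were higher and 0 lower than with MSH (0; camera adjusted p = 0.554). The 2 phosphatases became 4 without saline replicate 3 (1 higher, 3 lower) and 8 without zinc sulfate replicate 3 (4 higher, 4 lower). The 4 against MSH became 2 without zinc sulfate replicate 4 (2 higher, 0 lower).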

In isolated cells, zinc in protein-free medium is known to modulate phosphorylation of these proteins (Samet et al. 2003). Unlike down-regulation of mRNA expression of phosphatases after one bolus and acute exposure (Gilmour et al. 2006b), in the present study episodic long-term exposure to zinc led to up-regulation of these genes, which may reflect the chronic outcome of multiple episodic exposures.

Excess zinc in isolated cells has been shown to regulate calcium, sodium, and potassium channels (Aedo et al. 2007; Graff et al. 2004; Maret 2001). 

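Kcnj12, which encodes an inward rectifier potassium channel, was higher in zinc sulfate–exposed than in MSH-exposed hearts by 0.98 on the log2 scale (standard error 0.34), at a signal of 119 ± 45.7 against 58.3 ± 16.6 (mean ± SD, n = 4 rats). Cacna1h, which encodes a T-type calcium channel, was lower by 1.51 (0.47), at a dim 25.9 ± 16.1 against 116 ± 36.2. Cacna1h was also higher with MSH than with saline, though not past the threshold without MSH replicate 1 (1.09) or saline replicate 3 (0.99) or 4 (0.85). With zinc sulfate against saline, 0 of the 50 ion channels and transporters passed. Kcnh2, the gene of the rapid delayed rectifier channel, was higher by 0.59, though not past the threshold without MSH replicate 3 (0.51), and Cacng6, which encodes a calcium channel subunit, by 1.24, though not without zinc sulfate replicate 2 (0.99) or 4 (0.95). Of 50 cardiac ion channels and transporters, 3 were higher and 1 lower with zinc sulfate than with MSH (0 adjusted over the list alone, where 5 had unadjusted p under 0.05; camera adjusted p = 0.554). The 4 became 11 without zinc sulfate replicate 3 (7 higher, 4 lower).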

Rats exposed to zinc but not to MSH showed modulation of genes that form either these ion channels or their regulatory proteins (apparent when zinc data were normalized to MSH). Interestingly, induction was noted, as opposed to the previously reported bidirectional effect, after acute zinc exposure (Gilmour et al. 2006b). This suggests compensatory regulation of cellular homeostasis by activation of ion transport mechanisms. Chronic effects of excess zinc on calcium, potassium, and sodium channels have not been well investigated and may affect cardiac conductance properties. In our subsequent study, heart rates were analyzed in rats exposed to MSH, PM-HD, and zinc (Rowan et al., 2005). Zinc and PM-HD but not MSH caused a small but acute drop in heart rate which was reversible within 1 day. Excess zinc suppresses rat myocyte beat frequency *in vitro* (Graff et al. 2004) and also heart rate in isolated guinea pigs hearts (Evangelou and Kalfakakou 1993). Thus, it is likely that zinc has acute cardiac physiologic effects; however, the long-term effects remain unclear.

Excess zinc modulates mitochondrial respiration in rat liver likely via its effect on electron transport (Kuznetsova et al. 2005). In the present study, zinc exposure did not cause changes in gene expression in components of cardiac electron transport proteins; however, it did increase the expression of genes involved in mitochondrial fatty acid metabolism. It is possible, therefore, that an increase in fatty acid metabolism could cause an increase in free radical production within mitochondria and lead to mitochondrial DNA damage and inhibition of aconitase activity following multiple episodic exposures.

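Of 77 genes of the electron transport chain and ATP synthase, 0 passed with zinc sulfate against saline, and 1 had unadjusted p under 0.05 in limma. As a list these genes lay lower, with a median log2 fold change of −0.10 (0 adjusted over the list alone; camera adjusted p = 0.00844, adjusted p = 0.994 with an estimated correlation), but higher without quantile normalization (camera adjusted p = 0.0120), without zinc sulfate replicate 3 (0.354), or without the arrays of high Gapdh ratio (0.860), the last a choice made after the values were seen, and not past the threshold without saline replicate 2 (0.0923) or 3 (0.103). Against MSH, 0 of the 77 passed and 1 had unadjusted p under 0.05 (camera adjusted p = 0.0979). Acot2, which encodes a mitochondrial thioesterase of long-chain acyl-CoA, rose by 1.15 on the log2 scale (standard error 0.40) against saline, from a signal of 94.1 ± 22.6 (mean ± SD, n = 4 rats) to 238 ± 124. Acacb, which encodes the acetyl-CoA carboxylase that restrains fatty acid entry into mitochondria, was higher than with MSH by 0.76 (0.23), at 289.6 ± 67.6 against 187 ± 54.8. Of 39 genes of mitochondrial fatty acid metabolism, 1 was higher and 0 lower with zinc sulfate than with saline (0 adjusted over the list alone; camera adjusted p = 0.658), and 5 were higher and 0 lower than with MSH (0; camera adjusted p = 0.0177, adjusted p = 0.781 with an estimated correlation). The 5 became 2 without MSH replicate 4 or zinc sulfate replicate 2, 3 without zinc sulfate replicate 4, and 12 without zinc sulfate replicate 3. Against MSH, the list did not pass without MSH replicate 4 (camera adjusted p = 0.0799) or zinc sulfate replicate 1 (0.116), 2 (0.249), or 4 (0.397).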

The suppression of gene expression regulating heat shock proteins, stimulation of matrix metalloproteinase inhibitors, changes in hypoxia-regulated genes, and up-regulation of oxidative stress–sensitive genes observed in our study may imply increased free radical production. 

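Timp1, Timp2, and Timp3, which encode inhibitors of matrix metalloproteinases, did not pass with zinc sulfate: their log2 fold changes against saline were −0.36, −0.06, and 0.02 (standard errors 0.25, 0.17, and 0.28), and no probe set carried Timp4. Mmp14, which encodes a membrane-bound metalloproteinase, was lower with zinc sulfate than with MSH by 1.01 (0.31), at a signal of 452 ± 192 against 929.7 ± 126 (mean ± SD, n = 4 rats), and Ccn2, the gene of connective tissue growth factor, by 0.67 (0.18). Ero1a, a hypoxia-induced oxidase of the endoplasmic reticulum, was higher than with MSH by 0.59 (0.17). Ero1a was also lower with MSH than with saline, though not past the threshold without MSH replicate 4 (−0.34) or saline replicate 3 (−0.39). Of 35 genes of extracellular matrix, proteases, and inhibitors, 1 was higher and 1 lower against saline (median log2 fold change −0.19; 0 adjusted over the list alone; camera adjusted p = 0.00906, adjusted p = 0.994 with an estimated correlation). That list did not pass without saline replicate 3 (camera adjusted p = 0.0575) or 4 (0.265) or zinc sulfate replicate 1 (0.153), 2 (0.0534), or 4 (0.222). Against MSH, 2 were higher and 7 lower (median −0.30; 0 adjusted over the list alone; camera adjusted p = 5.2e-05, adjusted p = 0.742 with an estimated correlation). The 9 genes became 2 without zinc sulfate replicate 4 (0 higher, 2 lower) and 3 without MSH replicate 4 (1 higher, 2 lower). They became 4 without MSH replicate 3 (2 higher, 2 lower) or zinc sulfate replicate 2 (1 higher, 3 lower). Without zinc sulfate replicate 1 they became 5 (2 higher, 3 lower). They became 14 without MSH replicate 2 (2 higher, 12 lower) and 15 without zinc sulfate replicate 3 (1 higher, 14 lower). Markers of fibroblasts lay lower in the same comparison, 3 of 10 past the thresholds (median −0.40; 0 adjusted over the list alone; camera adjusted p = 2.7e-04, adjusted p = 0.742 with an estimated correlation). For these markers the number was 0 without MSH replicate 3, MSH replicate 4, or zinc sulfate replicate 4. It was 1 without zinc sulfate replicate 1 or zinc sulfate replicate 2, and 6 without MSH replicate 2. Against saline the fibroblast markers also lay lower, but 0 of 10 passed and the list did not (median −0.19, camera adjusted p = 0.0734). Of 27 hypoxia-regulated genes, 1 was higher and 0 lower against saline (0 adjusted over the list alone; camera adjusted p = 0.993), and 3 were higher and 1 lower against MSH (0; camera adjusted p = 0.483). Of hypoxia-regulated genes, the 4 against MSH became 1 without MSH replicate 4 or zinc sulfate replicate 4 (1 higher, 0 lower for each). They became 2 without MSH replicate 1 (2 higher, 0 lower), or without zinc sulfate replicate 1 or 2 (1 higher, 1 lower for each). Without zinc sulfate replicate 3 they became 9 (6 higher, 3 lower). Of 28 heat shock proteins and cochaperones, 0 were higher and 1 lower against saline (0 adjusted over the list alone; camera adjusted p = 0.583).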

The excess zinc has been shown to affect these processes in a variety of cell types (Chun et al. 2001; Larbi et al. 2006; Puerta et al. 2006). This zinc-induced oxidative stress response is contrary to its commonly reported cardioprotection and its antioxidant function via metallothionein (Kang 1999; Maret 2006; Satoh et al. 2000).

In summary, we report here that protracted episodic intratracheal exposures to PM with or without soluble zinc resulted in chronic lung inflammation. The inflammatory response in the lung was associated with modest increases in lesion severity in the heart. However, although small, cardiac mitochondrial DNA damage, inhibition of aconitase activity, and changes in cardiac gene expression patterns were observed only in rats exposed to zinc, or (to some extent) zinc containing PM. These findings suggest that long-term inhalation of urban PM containing high levels of zinc may be linked to increased risk of cardiac morbidity.

## Figures and Tables

**Figure 1:**
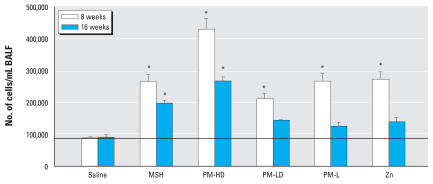
Pulmonary toxicity of soluble and solid PM components as determined by recovery of cells in BALF. Group designations are as follows: saline (control), MSH, PM-HD, PM-LD, PM-L, and Zn (zinc sulfate). Note that 8-week–exposed rats received double the dose of each PM components given to those exposed for 16-weeks. Values represent mean ± SE (*n* = 7–8 rats per group). Horizontal line indicates control levels. *p ≤ 0.05 compared with saline control. Within-group comparison indicated significant differences (*p* ≤ 0.05) at 8 weeks: PM-HD vs. PM-LD; PM-HD vs. PM-L; PM-HD vs. MSH; PM-HD vs. Zn; Zn vs. PM-LD; MSH vs. PM-LD; MSH vs. PM-L and PM-L vs. PM-LD; and at 16 weeks: PM-HD vs. PM-LD, PM-HD vs. PM-L; PM-HD vs. Zn; PM-HD vs. MSH; MSH vs. PM-L; and MSH vs. Zn.

**Figure 2:**
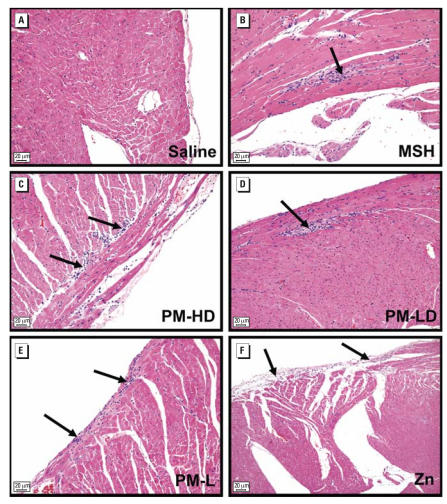
Cardiac histopathological lesions in rats intratracheally exposed to saline or various fractions of PM for 8 consecutive weeks. (*A*) Saline (control), (*B*) MSH, (*C*) PM-HD, (*D*) PM-LD, (*E*) PM-L, and (*F*) Zn. The lesion distribution was focal and not widespread (severity grades 1–2). No specific region appeared more affected over other by PM with or without zinc. Lesions were noted in all exposure groups except for saline controls. Arrows indicate areas of myocardial degeneration and chronic inflammation. In most cases lesions were apparent in subepicardial region; however, no exposure group-related pattern for lesion location was evident. Scale bars = 20 μm.

**Figure 3:**
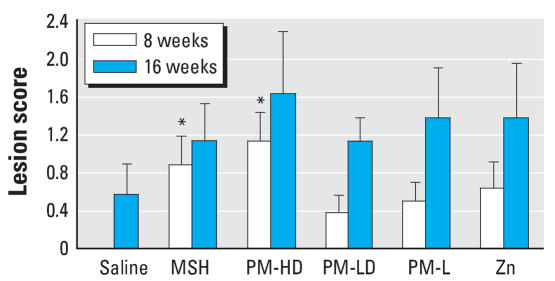
Semiquantitative grading of the extent of lesions within myocardium of rats exposed to different PM fractions. Group designations are as follows: saline (control), MSH, PM-HD, PM-LD, PM-L, PM, and Zn. Pathology severity scores: 0 = none, 1 = minimal, 2 = moderate, 3 = marked, and 4 = severe lesions were employed. Mean severity of lesions was calculated by adding the severity score for all animals within the group and then dividing by total number of animals. Values represent mean ± SE (*n* = 7–8 rats per group). *p ≤ 0.05 compared with saline control.

**Figure 4:**
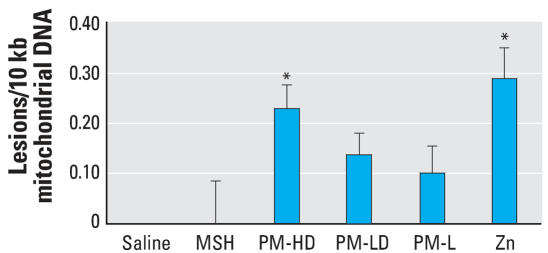
Cardiac mitochondrial DNA damage after eight weekly exposures to solid PM or soluble components in rats. Group designations are as follows: saline (control), MSH, PM-HD, PM-LD, PM-L, and Zn. Note that because of sample-to-sample variation, the only groups that reached statistical significance are Zn and PM-HD, although the trend was consistent in other groups exposed to PM containing water-soluble zinc. Values represent mean ± SE (*n* = 8 rats per group). Note that control values are normalized to zero. * *p* ≤ 0.05 compared with saline control.

**Figure 5:**
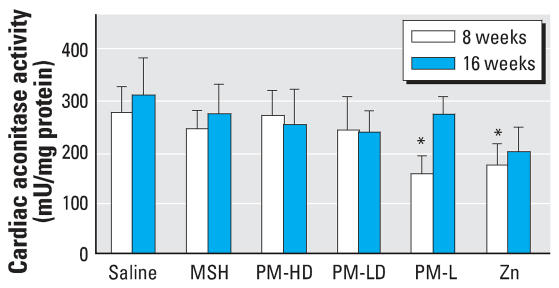
Cardiac tissue total aconitase activity in rats exposed to soluble or solid PM components for 8 or 16 weeks. Group designations are as follows: saline (control), MSH, PM-HD, PM-LD, PL-L, and Zn. Zinc concentration in PM-HD, and PM-L and Zn groups is the same. Note that rats received the same dose of PM or other components for 8 and 16 weeks. Values represent mean ± SE (*n* = 8 rats per group). *p ≤ 0.05 compared with saline control.

**Figure 6:**
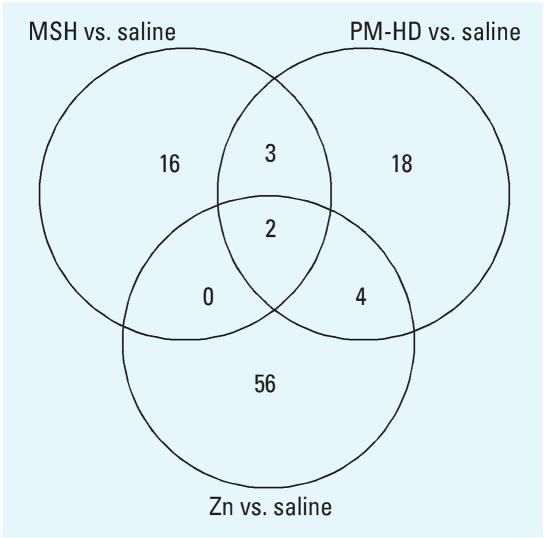
A Venn diagram depicting differences and commonalities in number of genes expressed by given exposure condition. Differentially expressed genes for MSH, PM-HD (whole particle suspension), and zinc sulfate relative to saline were used in developing a Venn diagram. A list of genes for each distinct sections of the Venn diagram is provided in Supplemental Material, Table 5 (http://www.ehponline.org/members/2007/10379/suppl.pdf) .

**Figure 7:**
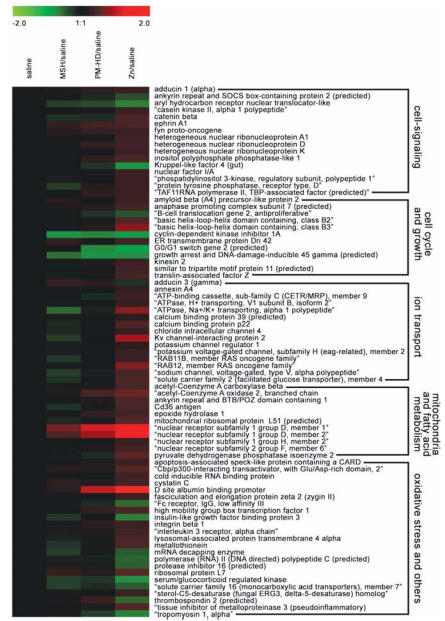
Heatmap showing differential gene expression as fold change intensities from group contrasts with saline control. Red and green color intensities indicate fold change increases and decreases, respectively, in gene expression (expressed as log_2_). Differentially expressed genes for MSH, PM-HD (whole particle suspension), and Zn relative to saline were grouped manually into functional categories.

**Table 1:** Experimental design depicting group designation and weekly exposure concentrations of insoluble (solid) PM mass and soluble zinc sulfate.

Animal group	Test material	Group designation	8 weeks PM-solid instillation (mg/kg/week)	8 weeks Soluble zinc instillation (μg/kg/week)	16 weeks PM-solid instillation (mg/kg/week)	16 weeks Soluble zinc instillation (μg/kg/week)
1	Saline	Saline	0.00	0.00	0.00	0.00
2	Mount. St. Helens ash	MSH	4.60	0.00	2.30	0.00
3	Whole suspension of oil combustion PM at high concentration	PM-HD	4.60	66.8	2.30	33.4
4	Whole suspension of oil combustion PM at low concentration	PM-LD	2.30	33.4	1.15	16.7
5	Saline-leachable fraction of PM high-concentration suspension	PM-L	0.00	66.8	0.00	33.4
6	Zinc sulfate · 7H_2_O	Zn	0.00	66.8	0.00	33.4

Abbreviations: MSH, Mount St. Helens ash; PM-HD, whole particle suspension instilled at high concentration; PM-L, saline-leachable fraction of PM; PM-LD, whole particle suspension instilled at low concentration.

How the deposited data were processed for this re-analysis (not part of the article)

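RNA of the left ventricle plus septum of 24 rats was measured on Affymetrix Rat 230A arrays, 1 array per rat, with 4 rats in each of 6 groups: saline, MSH, PM-HD, PM-LD, PM-L, and zinc sulfate. Groups were assigned from the labels of the arrays, and the weekly doses from Table 1 of the paper. The labels give no number of weeks, and for PM-LD and PM-L the number of weeks is not given in the sources used here. If the PM-LD and PM-L arrays belong to the 8-week groups of Table 1, their rats received 2.30 mg/kg of particles with 33.4 μg/kg of soluble zinc per week and 66.8 μg/kg of soluble zinc without particles, respectively. The label of PM-LD gives 7.25 μg of zinc per mg, and a protocol in the labels gives 33.4 μg/mL for zinc sulfate where the group label gives 14.5 μg/mL. No dose entered a test as a number, and 1 test used the order of the doses of PM-LD and PM-HD. The deposited table holds signal intensity on a linear scale, which the authors extracted with Microarray Suite 5.0 (MAS5; the version is not given in the labels) after scaling every array to the same trimmed mean, 500.1, with signals from 0.1 to 61915. The paper's own tests used robust multiarray averages from AffylmGUI. Those values were not used here, although the plan, made before the data were examined, had assumed them.

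The 57 Affymetrix control probe sets were left out of the tests, and 15866 of 15923 probe sets were tested. Signals were raised by 16, put on the log2 scale, and quantile normalized over the 24 arrays. Between 4.70% and 10.6% of the signals of an array lay under 16, so that differences among dim probe sets are the least certain. A linear model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3, over 16 arrays for comparisons among saline, MSH, PM-HD, and zinc sulfate and over 24 for comparisons with PM-LD or PM-L. The study thresholds were p under 0.05 and a fold above 1.25 or below 0.75. Benjamini-Hochberg adjusted p was computed over all tested probe sets. Fold changes are differences of mean log2 values, with the moderated standard error of limma, and signals are means ± SD of the unlogged values before quantile normalization. Exact permutation tests were two-sided over all 70 ways to arrange 4 against 4 arrays. The replicates are separate rats by their labels.

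Probe sets were named by the gene symbol of the platform annotation: 12783 carried 1 symbol (10411 genes), 312 several, and 2771 none; 12748 of the first kind matched a gene of the RefSeq annotation of assembly GRCr8, which served for names only. A gene was represented by its brightest probe set. Named genes were those that the paper names, the 10 largest changes in each direction among bright genes (above the median of all probe sets) that passed the thresholds without overlap between groups, up to 4 members that passed with the lowest p of each list, and all clock genes. Genes read from Figure 7, the probe sets of the heat shock and metallothionein genes that carry several symbols, Rbms2, and the values of RT1-CE5 and Fam53a with zinc sulfate were added after the values were seen. The 28 gene lists were fixed before the data were examined: clock genes with 2 parts by peak time, glucocorticoid-induced genes, zinc handling, heat shock, antioxidant, acute phase, mitochondrial fatty acid metabolism, electron transport, ion channels, cell cycle, phosphatases, kinases, hypoxia, extracellular matrix, a cardiac stress program, and markers of 11 cell types or tissues. Lists were tested with camera of limma, with a preset correlation of 0.01 and, as an alternative, an estimated correlation, and p was adjusted over the 28 lists of a comparison.

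On simulated data with the spread of the 16 arrays, the thresholds called 68% of 50 bright probe sets raised by a log2 fold change of 0.5, 86% of those raised by 1, 50% of those lowered by 0.5, and 96% of those lowered by 1, and 712 of 15666 unchanged probe sets, and adjusted p called 56 of 200 changed and 3 unchanged probe sets. Splits of the real zinc sulfate and saline arrays other than the true groups called up to 2920 probe sets. The simulated rates may therefore not hold for these arrays. Overlaps between comparisons that share the saline arrays were compared with 100 simulations without any change and with the saline arrays split 2 and 2. Alternatives chosen before the data were examined were a pseudocount of 1 or 64, centering on the median instead of quantile normalization, a filter on dim probe sets, an intensity trend with a robust prior, all 24 arrays in 1 fit, only the 2 groups compared, the replicate number as a block, symmetric or no fold limits, a plain two-sample test with unequal variances, the mean of all probe sets of a gene, and leaving out each array in turn. After seeing the data, the log2 ratio of the 3′ to the 5′ Gapdh probe set and the mean log2 value of 4 atrial transcripts were added as covariates, and the arrays with a Gapdh ratio above 3 or an atrial mean above 11 were left out.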

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

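Of 192 sets of 4 arrays examined for 1 value far from the other 3, 16 stood out, where about 1 in 20 sets, or 9.6, would by chance. The ratio of the 3′ to the 5′ control probe set was 5.57 for Gapdh in zinc sulfate replicate 3 (others 1.42 to 1.52), 3.42 for β-actin in MSH replicate 3 (2.33 to 2.46), and for hexokinase 9.57 in saline replicate 4 (4.32 to 5.00), 8.58 in PM-HD replicate 2 (2.80 to 3.36), and 2.34 in PM-L replicate 4 (3.66 to 3.93). On the log2 scale, the atrial mean was 11.66 in zinc sulfate replicate 2 (others 8.80 to 9.04), Mt1 6.04 in saline replicate 2 (4.75 to 4.84) and 7.01 in PM-LD replicate 3 (4.67 to 4.80), and Fabp3 13.89 in zinc sulfate replicate 3 (14.80 to 14.84). Egfr was 5.15 in PM-HD replicate 2 (others 6.74 to 7.07) and 5.16 in zinc sulfate replicate 2 (6.33 to 6.36), and Timp1 6.39 in PM-L replicate 1 (8.15 to 8.39). Among clock genes, Per2 was 7.76 in zinc sulfate replicate 4 (others 9.31 to 9.52), Bhlhe41 7.08 in zinc sulfate replicate 3 (9.37 to 9.70), and in PM-L replicate 3 Bmal1 was 4.56 (7.80 to 8.18) and Clock 8.16 (8.49 to 8.53). In arrays that the paper does not describe, 652 probe sets passed the study thresholds with PM-LD and 674 with PM-L against saline, and Dbp was higher by 2.38 and 2.61.

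Among the tests in the next 3 paragraphs, that of the time of necropsy was set before the data were examined. So was that of the saline array with a label number apart, and all others were chosen only after the result was seen.

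Clock genes that peak with Dbp lay higher than saline as a list in all 4 groups that received soluble zinc and not with MSH. Of the 4 groups, only zinc sulfate was compared directly with MSH on this list, and it lay higher there (camera adjusted p = 7.2e-06, and 0.0414 with an estimated correlation). The comparisons with saline share the same 4 saline rats, and how often they would agree by chance was not computed. With MSH, 0 of the 14 clock genes were higher and 2 lower, Hlf by 0.48 (standard error 0.20), though not past the threshold without MSH replicate 1 (−0.35), MSH replicate 2 (−0.42), saline replicate 1 (−0.36), or saline replicate 4 (−0.44), and Bmal1 by 0.48 (0.22), though not past the threshold without MSH replicate 1 (−0.36), MSH replicate 2 (−0.49), MSH replicate 3 (−0.38), saline replicate 1 (−0.51), saline replicate 3 (−0.41), or saline replicate 4 (−0.49), although Bmal1 did not pass with PM-HD (−0.38). MSH replicate 2 lay within the range of zinc sulfate for Dbp (798 against 766.5 to 1239.3) and Nr1d1 (874.5 against 663 to 1090.7). Had the time of day of necropsy also varied within groups, genes that peak with Dbp and with Bmal1 would move in opposite directions there. Over 24 arrays without the group means r was −0.266 (permutation p = 0.22, rho = −0.247, rho permutation p = 0.24, r = −0.343 without the 2 farthest arrays, adjusted p = 0.33 and 0.36 over 6 relations). A difference in time between groups needs no spread of time within a group, so this value cannot test it. The question stays open, since the 2 kinds of genes moved in opposite directions between groups. The number that opens the label of saline replicate 1 lies apart from those of the others, so it may have been run separately. This array does not account for the pattern, since without it the median size of the clock changes was at least 1.06 times that with it. A dose of soluble zinc as the cause would put PM-HD above PM-LD, but PM-LD minus PM-HD was 0.32 (exact permutation p = 0.0857, two-sided), and 0.93 for Dbp alone (p = 0.0286), so a response that grows with the dose was not seen, while a response to zinc without such growth could not be told from a difference in time of day. The times of day of necropsy are not given in the sources used here.

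The arrays differed most along a first component that held 50.6% of the variance and did not follow the groups. It followed the log2 ratio of the 3′ to the 5′ Gapdh probe set with r = 0.978 and rho = 0.977 (permutation p = 1e-05 for each, the smallest that the permutations can give; r = 0.973 without the 2 farthest arrays; adjusted p = 6e-05), which is consistent with RNA quality as its source. With the atrial mean r was −0.364 (permutation p = 0.08, rho = −0.263, rho permutation p = 0.21, r = −0.119 without the 2 farthest arrays; adjusted p = 0.24 and 0.36), too small for atrial tissue to be the main source. The sign of r is arbitrary here. Without the arrays with a Gapdh ratio above 3, 1105 probe sets passed with zinc sulfate against saline and 2094 against MSH. Among the arrays left, the ratio was 1.42 to 1.52 in zinc sulfate and 2.02 to 2.36 in MSH, so it still differed between these groups.

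Transcripts of atrial cardiomyocytes (Myl7, Myl4, Sln, and Nppa) had a mean log2 value above 11 in 1 array each of saline (12.47), MSH (11.35), PM-LD (13.11), and zinc sulfate, in 2 of PM-L (13.15 and 11.88), and in 0 of PM-HD. Since 1 saline array lay above the limit, exposure was not needed for a high level. That 1 array, also the one with a label number apart, cannot exclude that exposure played a part. If atrial tissue in the sample were the source, Kcnj3, an atrial potassium channel gene outside the 4, would follow them, and r was 0.298 over 24 arrays (permutation p = 0.16, rho = 0.290, rho permutation p = 0.17, r = 0.0757 without the 2 farthest arrays; adjusted p = 0.32 and 0.36). That value lies under the 0.5 at which the explanation was to be dropped, but Kcnj3 is 1 gene, it is expressed in ventricle too, and its 3 probe sets disagreed (r with the atrial mean −0.117, 0.298, and −0.367, and log2 fold changes between zinc sulfate and saline 0.45, 0.13, and −0.13, in the same order), so atrial tissue was neither supported by Kcnj3 nor excluded.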

How the results depend on the processing

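Apart from the numbers of genes within lists, most tallied results of each kind kept their direction and their side of the threshold, the gene set tests and lists less often than the named genes: of the values under alternatives, 2053 for named genes stayed, 103 lost and 33 gained the call, and 35 turned sign. That tally covers only part of the named genes, so it can overstate how stable they were. Of the bright genes with the largest changes, 14 of 20 with zinc sulfate, 9 of 19 with PM-HD, and 8 of 20 with MSH kept the call without any 1 array. For zinc sulfate against MSH, 15 of 20 kept it. For counts at the study thresholds 178 stayed within 1.5 times and 26 moved further, and for the number of lists that passed 100 stayed and 30 moved. For single lists 364 stayed, 62 lost the call, and 5 turned. The number of genes past the thresholds within a list, where it was over 0, moved by over 1.5 times without some 1 array in 64 of 76 cases, and fell to 0 in 34, so these numbers are unstable. With only probe sets brighter than the median tested, 221 probe sets instead of 707 passed with zinc sulfate, 164 instead of 583 with PM-HD, 170 instead of 567 with MSH, 216 instead of 652 with PM-LD, and 225 instead of 674 with PM-L, with fewer probe sets tested, and 538 instead of 1056 for zinc sulfate against MSH, 398 instead of 878 against PM-HD, 228 instead of 655 against PM-L, and 115 instead of 499 for PM-HD against MSH. Shared changes were 42 for MSH and PM-HD, 35 for PM-HD and zinc sulfate, and 19 for MSH and zinc sulfate, and 5 lists passed with PM-HD and 2 with MSH. With a plain two-sample test, 351 probe sets passed with zinc sulfate, 303 with PM-HD, 339 with PM-LD, 349 with PM-L, 425 for zinc sulfate against PM-HD, 333 against PM-L, and 300 for PM-HD against MSH, with shared changes of 54, 41, and 39 for the same 3 pairs, and Mt1 (0.96) did not pass. With an estimated correlation, 2 lists instead of 4 passed with zinc sulfate, 1 instead of 3 with PM-HD, 2 instead of 6 with PM-L, 3 instead of 2 with PM-LD, and 1 for zinc sulfate against MSH. With the mean of all probe sets of a gene, 7 lists passed with PM-LD. Without quantile normalization, 9 lists passed for zinc sulfate against MSH and 5 with PM-LD, and signs turned for Ccnd1 (0.0529), Fabp3 (0.28), Timp2 (0.0522), and the electron transport list (camera adjusted p = 0.0120) against saline and for Fabp3 (0.23) and Hsp90b1 (0.16) against MSH. Of the probe sets called for zinc sulfate against MSH, 55.0% were higher with quantile normalization and 67.9% without it. With only brighter probe sets, the higher part was 65.2% instead of 54.0% with zinc sulfate, 72.0% instead of 55.6% with PM-HD, and 66.5% instead of 51.1% with MSH. With only the 2 groups in the fit, 1 list passed with MSH and 4 with PM-LD, and 3 probe sets had adjusted p under 0.05 for zinc sulfate against MSH. Mt1 with zinc sulfate also did not pass with a pseudocount of 64 (0.49) or all 24 arrays in 1 fit (0.96). The next 4 alternatives were chosen after seeing the data. With the Gapdh ratio as a covariate, MSH and PM-HD shared 227 changes, Mt1 (0.96) did not pass, and Hspa1a (−0.0746) and Hsp90b1 (0.0198) against MSH and Kcnip2 (−0.0107) turned sign. Without the arrays of high Gapdh ratio, 1105 probe sets passed with zinc sulfate, 979 with PM-LD, 2094 for zinc sulfate against MSH (1 at adjusted p under 0.05), and 949 for PM-HD against MSH, 4 lists passed with MSH, 4 with PM-LD, 3 with PM-L, and 8 for zinc sulfate against MSH, Mt1 (0.79) did not pass, and signs turned for Fabp3 (0.0582 against saline, 0.22 against MSH), Timp3 (−0.0916), Egfr against MSH (0.29), and, as camera adjusted p, the lists of electron transport with zinc sulfate (0.860), fatty acid metabolism with PM-HD (0.745), and fibroblast markers with PM-L (0.870). With the atrial mean as a covariate, 3 lists passed with MSH, Mt1 (0.97) did not pass, and Fabp3 against MSH (0.00846) turned sign. Without the arrays of high atrial mean, 1 probe set had adjusted p under 0.05 with PM-HD, 1 list passed with MSH, MSH and zinc sulfate shared 193 changes, Mt1 (0.72) did not pass, and Hspa1a (−0.0435) and Egfr (0.12) against MSH and Kcnip2 (−0.0939) turned sign. Without 1 array at a time, probe sets past the study thresholds ranged over 579 to 1315 with zinc sulfate, 784 to 2306 for zinc sulfate against MSH, 647 to 2256 against PM-HD, and 500 to 1023 against PM-L, those at adjusted p under 0.05 over 0 to 3 with zinc sulfate, 0 to 1 with MSH, and 0 to 1 for zinc sulfate against MSH, lists that passed over 2 to 6 with zinc sulfate, 1 to 6 with PM-HD, 0 to 4 with MSH, 2 to 6 with PM-LD, and 2 to 9 with PM-L, and shared changes over 108 to 221 for PM-HD and zinc sulfate and 93 to 207 for MSH and zinc sulfate. In the same way, log2 fold changes ranged over 0.82 to 1.30 for Mt1, −0.11 to 0.0422 for Ccnd1, −0.14 to 0.0132 for Timp2, −0.25 to 0.18 for Timp3, −0.20 to 0.12 for Fabp3, and −0.11 to 0.41 for Kcnip2 against saline, and −0.11 to 0.21 for Fabp3, −0.16 to 0.27 for Hspa1a, −0.20 to 0.0121 for Hsp90b1, and −0.79 to 0.0431 for Egfr against MSH, and the camera adjusted p of electron transport with zinc sulfate over 2.7e-05 to 0.354. Apart from the filter and the smaller numbers of arrays, the cause was not tested. Neither the labels nor the paper say that a replicate number marks a shared day or batch. The deviations of same-numbered arrays from their group means correlated between −0.65 and 0.83 (median 0.185), over 0.1 in 36 of 60 pairs, and those of arrays with different numbers with a median of −0.0670, over 0.1 in 67 of 180 pairs, and 12 of 24 arrays lay closest to their own number. Since the correlation was not over 0.1 in every pair, the rats were not treated as paired. That rule is strict, and the higher median of same-numbered arrays leaves a link between the numbers open. With the replicate block, 721 probe sets passed with zinc sulfate, 612 with PM-HD, 579 with MSH, and 1102 for zinc sulfate against MSH.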

Differences from the paper's values

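The paper gives about 21 non-EST genes changed with MSH, about 27 non-EST genes with PM-HD, and about 70 genes with zinc sulfate, where 417, 430, and 539 named genes passed here, with genes whose probe sets passed in both directions counted once. Named genes here are those with a symbol in the platform annotation, so the 2 measures may not count the same kinds of genes. Read by eye, Figure 6 gives about 16 genes for MSH only, about 18 for PM-HD only, about 56 for zinc sulfate only, about 3 for MSH and PM-HD, about 4 for PM-HD and zinc sulfate, about 0 for MSH and zinc sulfate, and about 2 for all 3, where 258, 270, 386, 60, 54, 53, and 46 named genes fell here. Each of these values differed from the paper's by over 1.5 times under every alternative chosen before the data were examined that gives such counts: pseudocounts of 1 and 64, no quantile normalization, the filter on dim probe sets, the intensity trend, all 24 arrays in 1 fit, only the 2 groups, the replicate block, symmetric and no fold limits, and the plain two-sample test. The paper tested robust multiarray averages and the values here are MAS5 signals. The cause was not tested.

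The paper names Cdkn1a (lower) and Ptprm (higher) as changed with both MSH and PM-HD, and neither passed here on its brightest probe set, though a second, dimmer probe set of Cdkn1a was lower past both thresholds in both groups. On the brighter one, Cdkn1a did pass with MSH without quantile normalization (−0.46) and with PM-HD without the arrays of high atrial mean (−0.44), and without 1 array Cdkn1a and, with MSH, Ptprm did. Of the heat shock genes that the paper names as affected by zinc relative to MSH, 3 probe sets that carry several symbols passed as lower here, 1 of Hspa1a with Hspa1b (−0.91), though not past the threshold without MSH replicate 3 (−0.52), zinc sulfate replicate 3 (−0.81), or zinc sulfate replicate 4 (−0.85), and 2 of Hsp90aa1 with a pseudogene, at −0.76 and −0.46, though not past the threshold without MSH replicate 3 (−0.36), and neither of these 2 past it without quantile normalization. The probe set of Hspa1a alone did not pass under any alternative, and of the other HSP90 genes Hsp90b1 did not pass under any alternative and Hsp90ab1 did not pass except with all 24 arrays in 1 fit, only the 2 groups, the plain two-sample test, or the atrial covariate (−0.76). The paper gives only a few genes as lower with zinc, with Ccnd1 and Fabp3 as examples. Here 325 of 707 probe sets that passed against saline were lower and Fabp3 did not pass, nor did Ccnd1 against saline, while against MSH 2 dimmer probe sets of Ccnd1 were lower past both thresholds and its brightest passed with the atrial covariate (−0.45) and without 1 of 3 arrays. The paper states a decrease of Egfr, increases of metalloproteinase inhibitors and of genes of fatty acid metabolism, and an increase of metallothionein that was not significant. Here Egfr, Timp1, Timp2, and Timp3 did not pass. Of 39 genes of fatty acid metabolism, 1 passed against saline, and 5 were higher and 0 lower against MSH. Mt1 passed the unadjusted thresholds against saline, as did the probe set of Mt1 with 2 other symbols against MSH. Against saline, Mt1 did not pass in 6 of 8 fits without 1 array. Nor did Mt1 pass there with a pseudocount of 64, all 24 arrays in 1 fit, or the plain two-sample test. Of 63 names in Figure 7 that matched 1 gene, 8 passed as higher and 7 as lower with zinc sulfate, against 4.0% of all genes, and the directions of most were not read. Of 12 genes of that figure whose direction with zinc could be read by eye, 12 had the same sign here and 9 passed in that direction (Dbp, Nr1d1, Nr1d2, Bmal1, Klf4, Cdkn1a, Asb2, G0s2, and Sgk1), though not G0s2 without saline replicate 1 (−0.99) or 2 (−0.76) or zinc sulfate replicate 3 (−0.74) or Sgk1 without saline replicate 4 (−0.75). In that figure, Bhlhe41 and Kcnip2 appear higher and Gadd45g lower with zinc, and here their log2 fold changes of 0.82, 0.06, and −0.77 (standard errors 0.55, 0.35, and 0.41) did not pass; Bhlhe41 did with the Gapdh covariate (0.69), without the arrays of high Gapdh ratio (1.04), or without zinc sulfate replicate 3 (1.45), and Gadd45g with all 24 arrays in 1 fit, with only the 2 groups, without the arrays of high Gapdh ratio (−1.11), or without saline replicate 4 (−0.94), while Kcnip2 turned sign without saline replicate 4 (−0.0177) or zinc sulfate replicate 2 (−0.11) or 4 (−0.0646).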

Other observations

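In hearts of PM-L rats, which received the saline-leachable fraction of the particles, Dbp rose by 2.61 on the log2 scale (standard error 0.42), Nr1d1 by 1.65 (0.33), and Tef, a relative of Dbp, by 1.62 (0.42), while Bmal1 fell by 1.60 (0.50), but only by 0.76 without PM-L replicate 3. Rbms2, which encodes an RNA-binding protein, fell by 1.92 (0.32), from a signal of 400.0 ± 74.0 in saline (mean ± SD, n = 4 rats) to 95.8 ± 23; it and Dbp were the only probe sets of any comparison with adjusted p under 0.05 (adjusted p = 0.0403 for both in limma). Mki67 rose by 1.00 (0.37), and Ephx1, which encodes a detoxifying epoxide hydrolase, by 0.75 (0.26). In hearts of PM-LD rats, which received the lower dose of the whole suspension, Dbp rose by 2.38 (0.42), Nr1d1 by 1.56 (0.33), Tef by 1.54 (0.42), and Prkab2, which encodes a subunit of AMP-activated kinase, by 0.98 (0.29), and Slc30a2 fell by 0.66 (0.21). Each of these genes kept its call without any 1 array. Against saline, 385 probe sets were higher and 289 lower with PM-L (737 at unadjusted p under 0.05, 2 at adjusted p), and 356 and 296 with PM-LD (712 at unadjusted p under 0.05, 0 at adjusted p in limma, lowest 0.0745). Zinc sulfate compared directly with PM-L, at the same dose of zinc in Table 1 of the paper if the PM-L arrays belong to its 8-week groups, had 325 probe sets higher and 330 lower (708 at unadjusted p under 0.05, 0 at adjusted p in limma, lowest 0.501), together 1023 without PM-L replicate 2 and 991 without zinc sulfate replicate 3.

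Of the 14 clock genes, 6 were higher and 2 lower with PM-L (5 and 2 adjusted over the list alone; camera adjusted p = 7.2e-07, and 0.00441 with an estimated correlation), and 7 were higher and 1 lower with PM-LD (7 and 0 adjusted over the list alone; camera adjusted p = 3.9e-07, and 0.00362), the 8 together 5 without PM-LD replicate 4. Of the 8 that peak with Dbp, 4 were higher with PM-L (4 adjusted over the list alone; camera adjusted p = 4.0e-14, and 2.2e-04 with an estimated correlation) and 5 with PM-LD (5; camera adjusted p = 1.9e-10, and 0.00136), and of the 3 that peak with Bmal1, 2 were lower with PM-L (2; camera adjusted p = 0.00628, adjusted p = 0.186 with an estimated correlation; not past the threshold without PM-L replicate 3, 0.0867). The mean log2 value of the genes that peak with Dbp differed from saline by 1.21 in PM-L, 1.08 in PM-LD, 0.93 in zinc sulfate, and 0.76 in PM-HD (exact permutation p = 0.0286 for each, two-sided; adjusted p = 0.0357 over 5 groups), and by 0.11 in MSH (p = 0.629). For the genes that peak with Bmal1 the differences were −0.81, −0.48, −0.36, and −0.22 (exact permutation p = 0.0571 in zinc sulfate and 0.0286 in the other 3), and −0.16 in MSH (p = 0.229). Without PM-L replicate 3, the −0.81 in PM-L was −0.37, and the difference of the genes that peak with Dbp in MSH turned negative without saline replicate 4 (−0.0313) or MSH replicate 2 (−0.0124). Within groups, the mean of the genes that peak with Dbp had no relation past p under 0.05 with the Gapdh ratio (r = −0.119, permutation p = 0.58, rho = −0.154, rho permutation p = 0.47, r = 0.183 without the 2 farthest arrays; adjusted p = 0.58 and 0.5) or the atrial mean (r = 0.120, permutation p = 0.58, rho = 0.145, rho permutation p = 0.5, r = −0.0301 without the 2 farthest; adjusted p = 0.58 and 0.5). Between groups, the ratio of the 3′ to the 5′ hexokinase probe set, another measure of RNA degradation, was lower in PM-LD (3.26 ± 0.444) and PM-L (3.46 ± 0.757) than in saline (5.94 ± 2.44, mean ± SD; exact permutation p = 0.0286 for each, two-sided, adjusted p = 0.214 over 15 comparisons of 3 ratios), while in zinc sulfate, where Dbp also rose, it was 5.29 ± 3.05 (p = 0.543).

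Markers of cell types did not pass with zinc sulfate against saline: 0 of 9 genes of ventricular cardiomyocytes (camera adjusted p = 0.872), 5 of atrial cardiomyocytes (0.658), 10 of fibroblasts (0.0734), 8 of endothelial cells (0.658), 8 of smooth muscle (0.993), 9 of lymphocytes (0.993), 5 of blood cells (0.993), 7 of adipocytes (0.872), 6 of mesothelium (0.993), and 7 of skeletal muscle (0.658) passed the study thresholds, with 0 at unadjusted p under 0.05 in limma. Of 9 macrophage markers, 1 was lower (camera adjusted p = 0.265), and of 12 genes of the cardiac stress program 0 passed, with 0 at unadjusted p under 0.05 in limma (camera adjusted p = 0.658). In all of these lists, 0 genes passed when p was adjusted over the list alone. With PM-L, fibroblast markers lay higher with 0 of 10 past the thresholds and 0 at unadjusted p under 0.05 in limma (camera adjusted p = 0.0143, adjusted p = 0.938 with an estimated correlation), and macrophage markers with 1 of 9 higher (camera adjusted p = 0.0266, adjusted p = 0.389 with an estimated correlation), with 0 genes of either list adjusted over the list alone. Neither list passed without saline replicate 2 (camera adjusted p = 0.150 for fibroblasts and 0.277 for macrophages) or PM-L replicate 3 (0.262 for each) or 4 (0.442 and 0.131), nor the macrophage list without saline replicate 4 (0.0649). Of 77 genes of electron transport, 0 passed with PM-L and 2 had unadjusted p under 0.05 in limma (0 adjusted over the list alone; camera adjusted p = 0.0422, adjusted p = 0.938 with an estimated correlation), and the list did not pass without saline replicate 1 (camera adjusted p = 0.133), 2 (0.338), or 3 (0.309) or PM-L replicate 3 (0.661) or 4 (0.139).

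The 8 arrays of each comparison were also split 4 and 4 in all 35 ways, the real groups included; the splits of zinc sulfate, PM-HD, and MSH against saline and of zinc sulfate against MSH for counts of probe sets were planned before the data were examined, and the other splits were chosen after. At the study thresholds, as many probe sets passed in 16 of 35 splits for zinc sulfate against saline (707 with the real groups, at most 2920 with others), 24 for PM-HD (583, 2254), 15 for MSH (567, 1053), 16 for PM-LD (652, 2628), and 16 for PM-L (674, 2728). Between exposed groups it was 5 of 35 for zinc sulfate against MSH (1056, 2432), 9 against PM-HD (878, 4101), 12 against PM-L (655, 3803), and 23 for PM-HD against MSH (499, 793). The 2 probe sets at adjusted p under 0.05 with PM-L were matched in 2 of 35 splits (at most 2 with others). As many gene lists passed camera in 16 of 35 splits for zinc sulfate (4 lists with the real groups, at most 10 with others), 20 for PM-HD (3, 9), 35 for MSH (0, 11), 25 for PM-LD (2, 9), 11 for PM-L (6, 9), and 21 for zinc sulfate against MSH (5, 9). The number of lists was 2 with zinc sulfate without saline replicate 3, 4 with PM-LD without saline replicate 2 and 6 without PM-LD replicate 3, and with PM-L 3 without saline replicate 2, 2 without PM-L replicate 3, and 3 without PM-L replicate 4. Chance could not be excluded for any of these counts, and splits that call several times the real number point to a structure of the arrays other than the exposure groups.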
